# Differential cell-intrinsic regulations of germinal center B and T cells by miR-146a and miR-146b

**DOI:** 10.1038/s41467-018-05196-3

**Published:** 2018-07-16

**Authors:** Sunglim Cho, Hyang-Mi Lee, I-Shing Yu, Youn Soo Choi, Hsi-Yuan Huang, Somaye Sadat Hashemifar, Ling-Li Lin, Mei-Chi Chen, Nikita D. Afanasiev, Aly Azeem Khan, Shu-Wha Lin, Alexander Y. Rudensky, Shane Crotty, Li-Fan Lu

## Abstract

Reciprocal interactions between B and follicular T helper (Tfh) cells orchestrate the germinal center (GC) reaction, a hallmark of humoral immunity. Abnormal GC responses could lead to the production of pathogenic autoantibodies and the development of autoimmunity. Here we show that miR-146a controls GC responses by targeting multiple CD40 signaling pathway components in B cells; by contrast, loss of miR-146a in T cells does not alter humoral responses. However, specific deletion of both miR-146a and its paralog, miR-146b, in T cells increases Tfh cell numbers and enhanced GC reactions. Thus, our data reveal differential cell-intrinsic regulations of GC B and Tfh cells by miR-146a and miR-146b. Together, members of the miR-146 family serve as crucial molecular brakes to coordinately control GC reactions to generate protective humoral responses without eliciting unwanted autoimmunity.

## Abstract (web summary)

In the germinal center (GC), B and T cells interact to induce the production of protective antibodies against threats. Here the authors show that microRNA miR-146a modulates CD40 signaling in GC B cells, while both miR-146a and miR-146b synergize to control GC T cell responses, thereby implicating intricate controls of GC response by miR-146.

## Introduction

To combat enormously diverse microbial pathogens, different cellular and molecular players need to work in cooperation with, or sometimes in opposition to each other to generate effective immunity. When first-line innate immune responses fail to control infection, B and T cells work in synergy to mount humoral and cellular adaptive immune responses. In the absence of B cells, T cells display poor priming and impaired clonal expansion upon antigen stimulation^1^. Likewise, absent T cells, mice fail to develop germinal centers (GCs), where memory B cells and high affinity antibody-producing plasma cells are generated^2^. The reciprocal dependency between these two major immune cell subsets has become even more evident with the discovery of a specialized T cell subset known as follicular helper T (Tfh) cells^3^. Tfh cells express elevated levels of the chemokine receptor CXCR5, which allows them to respond to CXCL13 and migrate into B cell follicles. The colocalization and interaction between Tfh and B cells are crucial for the induction of the GC reaction, the production of specialized, high affinity antibodies, and the generation of long-term protective immunity. The identification of transcription repressor Bcl6 as a key transcription factor in Tfh cell differentiation has further substantiated the notion that Tfh cells comprise a distinct T helper cell lineage similar to Th1, Th2, Th17, or regulatory T (Treg) cells^3^. Interestingly, Bcl6 was originally identified as an essential regulator of GC B cell differentiation^4^. The fact that Bcl6 controls the development of both GC B cells and Tfh cells suggested a common gene regulatory circuit can be implemented in different immune populations to enable them to play their specialized roles in producing a concerted response to a particular environmental stimulus.

Like Bcl6, microRNA (miR)-146a was shown to be highly expressed in both Tfh and GC B cells^5^. Recent studies have showed that miR-146a plays a prominent role in different aspects of immune cell biology^6^. Both Toll-like receptor (TLR) signaling and Th1 cytokines can strongly upregulate miR-146a expression levels in myeloid cells and Th1 cells, respectively^7,8^. In turn, miR-146a limits the activation and the function of the aforementioned immune cells through repressing key molecules downstream of the corresponding signaling pathways^7,9^. Considering the fact that dysregulated humoral immune responses and heightened production of autoantibodies have been previously reported in mice devoid of miR-146a^10,11^, it is thus conceivable that the elevated levels of miR-146a detected in both Tfh and GC B cells might also be essential to restrain the responses of these two immune cell populations. Indeed, two recent studies have implicated miR-146a as a negative regulator of Tfh cell responses^11,12^. Specifically, it was suggested that miR-146a was able to limit the accumulation of Tfh cells and the resultant germinal center responses by directly targeting ICOS^12^. Similarly, a potential involvement of miR-146a in controlling B cell responses has also been proposed^11,13^. Nevertheless, clear mechanistic insights into miR-146a-mediated B cell regulation are still lacking. More importantly whether miR-146a plays a non-redundant B cell-intrinsic role in maintaining optimal GC responses and preventing the development of autoimmunity remains to be further determined.

To directly examine the function of miR-146a in regulating B cell responses, we generated mice harboring a conditional allele of miR-146a, which allows for cell-type-specific miR-146a ablation. Our results demonstrate that miR-146a deletion in B cells alone is sufficient to lead to the development of spontaneous GC responses and the production of autoantibodies as mice aged. Upon immune challenges, exaggerated GC reactions observed in mice harboring miR-146a-deficient B cells is associated with increased production of high affinity antibodies. Mechanistically, miR-146a represses many CD40 signaling pathway components, which likely contribute to the heightened GC responses in mice with a B cell-specific miR-146a ablation. On the other hand, only when both miR-146a and its paralog, miR-146b, were deleted in T cells can increased Tfh cells be detected. Together, our data suggest that members of the miR-146 family serve as crucial cell-intrinsic molecular brakes to control B and T cells, two key arms in orchestrating protective humoral immunity. Coordinated regulations of GC reactions by miR-146a and miR-146b ensure the production of appropriate humoral immune responses without inducing undesired autoimmunity.

## Results

### miR-146a ablation in B cells led to spontaneous GC reactions

Previously, a miRNA expression profiling of different mouse immune cell populations showed that among all T and B cell subsets, miR-146a is expressed at the highest level in Tfh and GC B cells, respectively^5^. Although miR-146a was recently suggested to restrain both Tfh and GC B cell responses^12^, unlike what has been shown in Tfh cells, the precise molecular mechanism through which miR-146a controls GC B cell responses remains elusive. Moreover, considering that miR-146a is able to restrain a wide range of innate and adaptive immune cell populations, it is also unclear as to whether loss of miR-146a in B cells alone is sufficient to cause not only heightened GC responses but also autoimmunity. Thus, we first sought to validate the expression of miR-146a in GC B cells. Consistent with the previous report^5^, we observed a clear increase in miR-146a expression in GC B cells when compared to naive mature B cells (Supplementary Fig. 1a). To directly assess the role of miR-146a in regulating GC B cell responses, we generated mice harboring a miR-146a allele that can be conditionally deleted in a desired cell population (Supplementary Fig. 1b). The resulting *miR-146a*^*fl*^ mice were bred to *CD21-cre* mice to induce mature B cell-specific miR-146a ablation (B KO) (Supplementary Fig. 1c)^14^. These mice appeared to be normal and did not exhibit the T cell activation phenotype that was observed in mice with the germ-line miR-146a deficiency around the same age (2–3 months), as described previously^11^. Nevertheless, a minimal increase in GL7^+^PNA^+^ GC B cells could already be detected in B-KO mice compared to WT littermates (Supplementary Fig. 1d). The elevated GC B cell phenotypes were further exaggerated when mice aged. As shown in Fig. 1a, b, at the age of 6 months a clear increase in GC B cell frequencies was readily detectable in B-KO mice along with elevated Tfh cell numbers. Moreover, immunohistochemistry showed that the spleens of aged B-KO mice contained considerably more and larger GCs with elevated numbers of infiltrating Tfh cells than did their WT littermates (Fig. 1c). Finally, these B-KO mice exhibited increased amounts anti-double-stranded DNA (dsDNA) autoantibodies similar to what has been reported in miR-146a germ-line deficient mice (Fig. 1d)^15^. Altogether, our findings suggest that miR-146a plays a critical role in maintaining optimal B cell responses and that loss of miR-146a in B cells is sufficient to lead to the development of spontaneous autoimmunity.

**Fig. 1:**
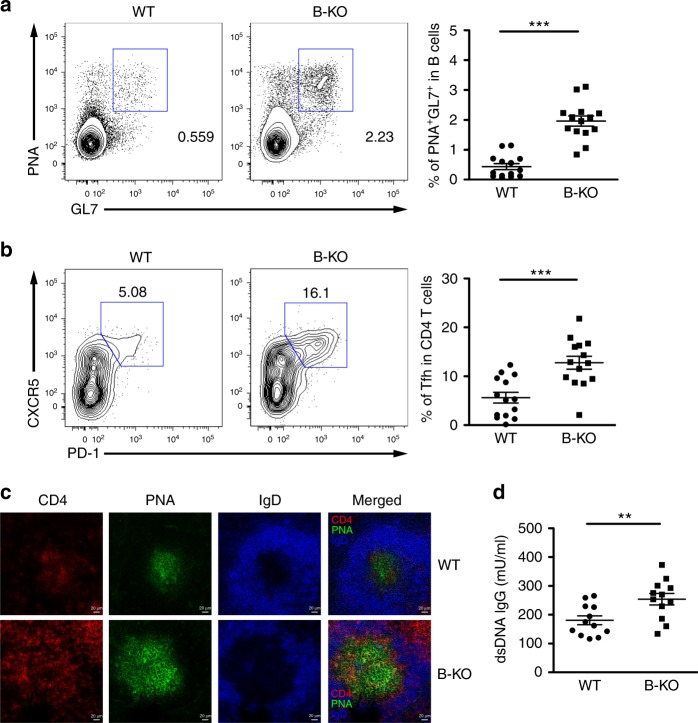
Loss of miR-146a in B cells led to spontaneous GC reactions in aged mice. FACS analyses and frequencies of **a** PNA^+^GL7^+^ GC B cells and **b** CXCR5^+^PD-1^+^ Tfh cells in spleen from ~6 months old B-KO mice or their WT littermates. **c** Immunohistological analyses of GC reactions in SRBC-immunized spleen that were cryocut and stained with CD4 (red), PNA (green), and IgD (blue). **d** ELISA analysis of serum anti-dsDNA autoantibodies in aged B-KO or control mice. Data are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean. Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. **p < 0.01, ***p < 0.001

### Elevated humoral immune responses in B-KO mice

Having documented the B-KO mice phenotype at steady state, we next sought to examine the humoral immune responses elicited upon antigenic challenge in these mice. To this end, we first immunized young B-KO mice prior to the development of spontaneous GC reactions with sheep red blood cells (SRBCs). As shown in Fig. 2a, b, B-KO mice harbored significantly increased frequencies of not only GC B cells but also Tfh cells, indicating the presence of an enhanced GC reaction. Supporting these findings, we also detected heightened GC responses with increased numbers of infiltrating Tfh cells in the spleens of immunized B-KO mice (Fig. 2c). Consequently, elevated plasma cell numbers as well as substantially increased production of SRBC-specific IgG was also observed in B-KO mice (Fig. 2d, e and Supplementary Fig. 2). On the other hand, when miR-146a ablation was restricted to GC B cells, only mild increases in both GC B cell and Tfh cell numbers could be detected at day 28 post SRBC immunization (Supplementary Fig. 3), suggesting a minimal role of sustained miR-146a expression in GC B cells in regulating GC reactions. To further examine the impact of B cell-specific miR-146a deficiency on humoral immunity, B-KO mice were then immunized with 4-hydroxy-3-nitrophenyl linked to Keyhole Limpet Hemocyanin (KLH) (NP-KLH) precipitated in alum. Immunization with NP-KLH allows for the detection of antibodies specific for the hapten NP, and the quantitative assessment of their affinity maturation^16^. As shown in Fig. 2f–h, while already exhibiting an increased, albeit not statistically significant, production of total NP-specific IgG1 antibody, B-KO mice produced significantly greater amounts of high-affinity NP-specific IgG1 antibody compared to their WT littermates. Altogether, these results demonstrated a cell-intrinsic role of miR-146a in B cells in controlling not only the magnitude but also the quality of humoral immunity likely through regulating the initial phase of the GC reaction.

**Fig. 2:**
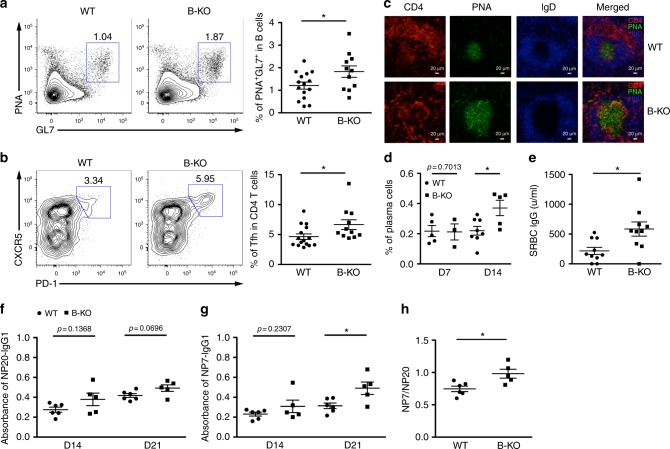
Elevated humoral immunue responses in mice with B cell-specific miR-146a ablation. FACS analyses and frequencies of **a** PNA^+^GL7^+^ GC B cells and **b** CXCR5^+^PD-1^+^ Tfh cells in spleen from ~8 wks old B-KO mice or their WT littermates 14 days after SRBC immunization. **c** Immunohistological analyses of GC reactions in SRBC-immunized spleen that were cryocut and stained with CD4 (red), PNA (green), and IgD (blue). Data are representative of four independent experiments. **d** Frequencies of CD138^+^Blimp1^+^ plasma cells in spleen from indicated mice at days 7 and 14 after SRBC immunization. ELISA analyses of **e** serum SRBC-specific IgG levels from SRBC-immunized B-KO mice or WT littermates or serum **f** total NP-specific IgG1 (NP20) and **g** high-affinity NP-specific IgG1 (NP7) responses from NP-KLH immunized B-KO mice and WT littermates at indicated time points. **h** The ratios of high-affinity and total IgG1 responses to NP antigen 21 days post immunization are shown. Data are representative of two independent experiments. Each symbol represents an individual mouse, and the bar represents the mean. Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05

### miR-146a targets multiple genes associated with CD40 pathway

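Gene expression was measured by poly-A RNA sequencing in 12 libraries, 3 for each of 4 groups. Naive B cells came from unimmunized WT mice and from mice lacking miR-146a in B cells (B-KO), in which a floxed miR-146a allele is deleted by CD21-cre. GC B cells came from WT and B-KO mice 14 days after immunization with sheep red blood cells (SRBC). The gene of miR-146a, listed as Mir146 on chromosome 11 (mm10, 43374397 to 43374461), had 2, 0 and 0 reads in WT naive libraries and 0, 4 and 0 in WT GC libraries. It had 0, 0 and 0 reads in B-KO naive libraries and 0, 0 and 1 in B-KO GC libraries. Mir146b had 0 reads in all 12 libraries. Poly-A libraries do not measure a processed miRNA hairpin, so these reads give no check of the deletion, which the paper measured by qPCR (Supplementary Fig. 1c). The deposited values are RPKM of 33072 RefSeq transcripts of 24063 genes, made by the authors from STAR alignments with HOMER. They are scaled so that value times length in kb sums to 10000000 per library, 10 times the usual total. Dividing by the value of 1 read returned whole reads within 0.1 for 100% of the values above 0 that were precise enough, which were 99.99% of them. WT naive libraries held 30494141 to 34802700 reads (median 31293451) and B-KO naive libraries 22945634 to 28251566 (median 27233391). WT GC libraries held 27020010 to 34532564 (median 33651085) and B-KO GC libraries 27049530 to 39118224 (median 32601575). Of these counts, 37.6% lie on additional transcripts of the same gene, where a read can be counted again. On a transcript of 1 kb, 1 read gives an RPKM of 0.256 to 0.436, depending on the library. From the transcripts of a gene the one with the highest mean was used, and 13704 genes with an RPKM of at least 1 in at least 3 libraries were tested. limma was fitted to log2(RPKM + 1) with 4 group means and a variance trend, and p values were adjusted by the Benjamini-Hochberg method over all genes. Gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over 37 lists, and again with an estimated correlation. With an estimated correlation 0 lists passed in any comparison, also in WT GC against WT naive B cells, where limma called 8491 genes. Failing it therefore does not show that a list is unchanged. Errors are SD over 3 libraries, and standard errors come from the fit.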

To gain further insight into molecular mechanisms that could account for miR-146a-mediated regulation of GC B cell responses, naive B cells from unimmunized B-KO mice or WT littermates and GC B cells from corresponding D14 SRBC-immunized mice were isolated and subjected to gene expression profiling analyses. 

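Genes with the smallest p in B-KO against WT naive B cells included Apoc2 and Gstt1, which encode an apolipoprotein and a glutathione transferase. Apoc2 was at 0.448 ± 0.444 (SD, n = 3) RPKM in WT and 7.57 ± 3.09 (SD, n = 3) in B-KO libraries, a log2 fold change of 2.54 (standard error 0.34, limma adjusted p = 0.053). Gstt1 differed by 3.38 on the log2 scale (standard error 0.56, adjusted p = 0.286). Igtp, an interferon-inducible GTPase gene, was at 53.8 ± 9.82 (SD, n = 3) RPKM in WT and 107 ± 20.1 (SD, n = 3) in B-KO GC libraries, a log2 fold change of 0.97 (standard error 0.16, limma adjusted p = 0.163). Trpm5, a cation channel gene, was at 89.1 ± 2.58 (SD, n = 3) in WT and 35.4 ± 16.4 (SD, n = 3) in B-KO GC B cells, a log2 fold change of -1.40 (limma adjusted p = 0.263). Blvrb, which encodes a biliverdin reductase, had log2 fold changes of 0.48 in naive and 0.49 in GC B cells (adjusted p = 0.165 over both). Of 17 genes of IL-10 anti-inflammatory signaling 14 had a positive log2 fold change in B-KO GC B cells (median 0.21), with Blvrb among them (adjusted p = 0.0331, and 0.743 with an estimated correlation). The library medians of this list were 0.134, 0.321 and -0.0620 in B-KO, below 0 in WT replicates 1 and 2, and 0.193 in WT replicate 3, and those of myeloid markers were 0.492, 1.36 and -0.148 in B-KO and -0.394, -0.404 and 0.849 in WT. Without B-KO replicate 1 or 2 or WT replicate 1 or 2 the IL-10 list gave adjusted p = 0.069, 0.493, 0.131 and 0.398. The median of this list in naive B cells was -0.01 and its mean 0.13 (adjusted p = 0.469). Of 14 measured genes of cytokines and inflammatory response, 12 were higher in B-KO GC B cells (median 0.32, adjusted p = 0.0706) and 8 in B-KO naive B cells (median 0.04, adjusted p = 0.942). Co-stimulation genes, with Cd80 among them, had medians of 0.08 in naive (adjusted p = 0.241) and 0.12 in GC B cells (adjusted p = 0.577). Chemokine receptor genes had medians of 0.03 (adjusted p = 0.79) and 0.14 (adjusted p = 0.297). Genes of eIF4e and p70 S6 kinase regulation were lower in B-KO GC B cells, 15 of 22 of them (median -0.07, adjusted p = 0.00898, 0.219 with an estimated correlation and 0.0547 without WT replicate 3). Their median in naive B cells was -0.01 (adjusted p = 0.438). Cytomegalovirus and MAP kinase pathway genes were lower in B-KO naive B cells, 10 of 16 of them (median -0.07, adjusted p = 0.0298, 0.748 with an estimated correlation, and 0.211, 0.176 and 0.0703 without WT replicate 2 and B-KO replicates 2 and 3). Their median in GC B cells was -0.05 (adjusted p = 0.0706). Calcineurin genes gave adjusted p = 0.469 in naive and 0.37 in GC B cells, with medians of 0.00 and -0.03. Phospholipid signaling genes gave adjusted p = 0.438 and 0.161, with medians of -0.03 and -0.02. No member of these lists passed over all genes, and adjusted over the list alone 1 IL-10 gene passed in naive and 2 in GC B cells. Of 13704 genes, limma called 2 higher and 0 lower in naive and 0 higher and 1 lower in GC B cells, and limma voom on recovered reads called 0 in both. These 3 genes are Mir7074, Mir6345 and Mir24-1, transcripts under 200 bases with at most 2 reads in a library. At an unadjusted p under 0.05 there were 534 higher and 90 lower genes in naive and 556 higher and 220 lower in GC B cells, against 685 in each by chance. Log2 fold changes were positive for 56.6% of all genes in naive and 58.5% in GC B cells (medians 0.0192 and 0.0309). Tallies of positive genes in a list are to be read beside these shares. Without B-KO replicate 3 limma called 33 genes in naive B cells at the adjusted threshold, with Nt5e, Kcnn4 and Fas among them, and 83 with array quality weights. The 3 B-KO and 3 WT libraries did not overlap for 9.38% of genes in naive and 9.29% in GC B cells, against 10% by chance. After removal of each library's trend with transcript length, the eIF4e list in GC B cells had adjusted p = 0.057.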

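Of 37 gene lists, those of the cell cycle and of GC B cells had the smallest p from camera in naive B cells, and that of interferon-stimulated genes in GC B cells. Medians were larger for erythroid and platelet genes in naive B cells (1.06) and for stromal (0.92) and memory B cell genes (0.70) in GC B cells. All 38 cell cycle genes had a positive log2 fold change in B-KO against WT naive B cells (median 0.63). E2f1, a transcription factor gene of S phase entry, was at 29.7 ± 5.59 (SD, n = 3) RPKM in WT and 43.7 ± 12.2 (SD, n = 3) in B-KO naive libraries. Of 21 genes of GC B cell identity, 19 were higher (median 0.79), among them Fas, a death receptor gene and GC marker, at 39.1 ± 10.1 and 84.6 ± 36.0 RPKM, and Mef2b, a transcription factor gene of GC B cells, at 28.6 ± 15.9 and 128 ± 105. All 59 interferon-stimulated genes were higher in B-KO GC B cells (median 0.67). Irgm2, an interferon-induced GTPase gene, was at 34.3 ± 4.21 (SD, n = 3) RPKM in WT and 53.6 ± 3.92 (SD, n = 3) in B-KO GC B cells, and Irf9, a transcription factor gene of interferon signaling, at 202 ± 17.0 and 297 ± 54.9. Of these, 31 were higher in B-KO naive B cells (median 0.03, adjusted p = 0.65). By camera the cell cycle list gave adjusted p = 1.43e-15 and the GC B cell list 5.65e-11 in naive B cells, each 0.748 with an estimated correlation. The interferon list gave adjusted p = 3.24e-33 in GC B cells, and 0.219 with an estimated correlation. No member of the 3 lists passed over all genes, and adjusted over the list alone 0 cell cycle, 10 GC B cell and 30 interferon genes passed. The cell cycle medians of the B-KO naive libraries were 1.20, 0.693 and -0.00911, against -0.290, 0.0610 and 0.199 in WT. The interferon medians of the B-KO GC libraries were 0.707, 1.07 and 0.192, against -0.184, -0.111 and 0.312 in WT. Stromal markers had 0.761, 1.29 and -0.0759 in B-KO and -0.184, -0.163 and 0.407 in WT, and the 3 GC libraries with a Y-linked sum above 1 RPKM exceeded the other 3 in 59 of 59 interferon genes (median 0.718).

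**Figure D1:**
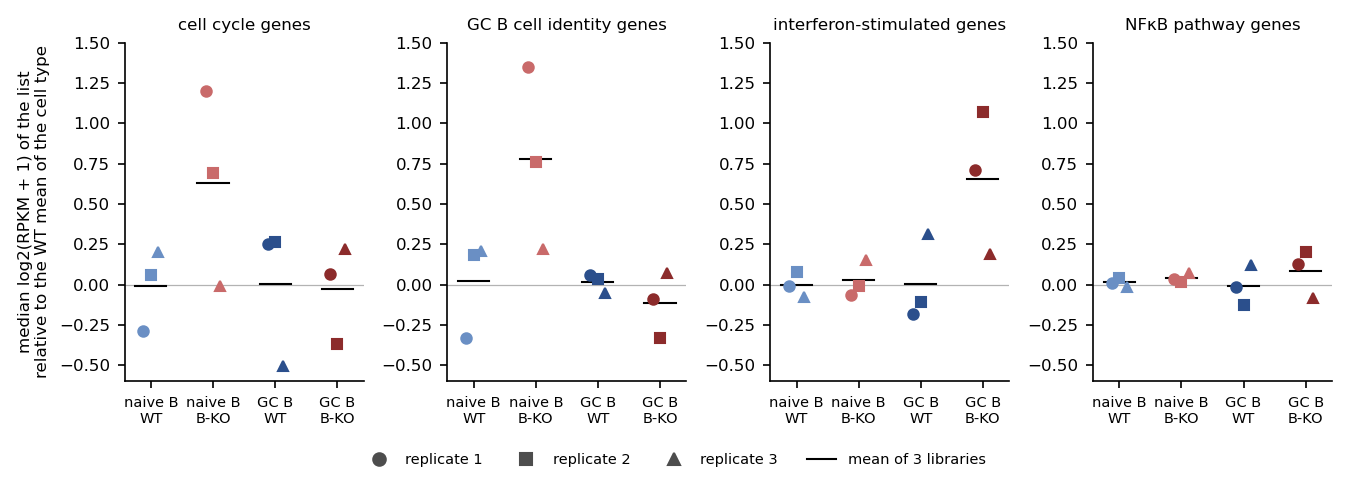
Median log2(RPKM + 1) of 4 gene lists in each library, relative to the mean of the 3 WT libraries of the same cell type, with 1 point per library and a line at the mean of 3. Replicate 1 of the B-KO naive libraries is the highest for cell cycle genes (1.20), and replicate 2 of the B-KO GC libraries for interferon-stimulated genes (1.07).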

Gene set enrichment analysis (GSEA) revealed substantial enrichment of genes related to immune cell activation, cytokine responses, as well as several different intracellular signaling pathways differentially expressed between WT and B-KO naive and/or GC B cells (Fig. 3a). Among them, miR-146a deficiency resulted in the most significant increases in genes involved in the NFκB signaling pathway in both naive and GC B cells (Fig. 3b). 

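Most NFκB pathway genes had small positive log2 fold changes in B-KO cells of both types. Positive values were also found for 56.6% of all genes in naive and 58.5% in GC B cells. The list did not pass camera as a group and none of its genes passed limma. An exact one-sided permutation of the GSEA score over both cell types gave p = 0.00866, or 0.0173 among groupings with a positive score. Traf6, the ubiquitin ligase gene downstream of CD40 and Toll-like receptors, was at 93.7 ± 10.6 (SD, n = 3) RPKM in WT and 113 ± 8.90 (SD, n = 3) in B-KO GC B cells, a log2 fold change of 0.27 (standard error 0.09, limma adjusted p = 0.692). The naive B cell levels of Traf6 were 111 ± 1.06 and 112 ± 0.354. Chuk, which encodes IKKα, was at 211 ± 7.62 (SD, n = 3) in WT and 234 ± 7.67 (SD, n = 3) in B-KO GC B cells (log2 fold change 0.15, adjusted p = 0.805 from limma) and differed by 0.10 in naive B cells. Myd88, the adaptor gene of Toll-like receptors, differed by 0.18 in GC and 0.05 in naive B cells, and Irak1, a kinase gene bound by it, by 0.19 and 0.13. Of 23 pathway genes, 16 had a positive log2 fold change in GC B cells (median 0.14, camera adjusted p = 0.0706) and 16 in naive B cells (median 0.02, adjusted p = 0.711). Over both cell types 17 were positive (median 0.10, adjusted p = 0.112), and the difference between cell types gave adjusted p = 0.304. Of all genes 61.8% were positive over both. The medians of all genes were 0.0192 in naive B cells, 0.0309 in GC B cells and 0.0291 over both. None of the 23 passed in either cell type, over all genes or adjusted over the list alone, and 3 in GC and 0 in naive B cells had an unadjusted p under 0.05. The 11 genes of NFκB subunits and IκB proteins had medians of 0.04 in naive (adjusted p = 0.667) and 0.01 in GC B cells (adjusted p = 0.845). The 24 genes of CD40 signaling components had medians of 0.01 (adjusted p = 0.711) and 0.02 (adjusted p = 0.561). At the preset correlation, camera had the Reactome set of NFκB activation in B cells higher in naive (adjusted p = 0.0253) and GC B cells (0.00495) and over both (0.000307). By p it ranked 124, 69 and 78 among 808 sets, of which 140, 135 and 175 passed. Genes that it shares with other sets that passed were not taken out. Most other Reactome sets named for NFκB or TRAF6 did not pass, and no Reactome set passed with an estimated correlation. The GSEA enrichment score of the NFκB list, ranked by signal to noise, was 0.384 in naive and 0.552 in GC B cells. In an exact, one-sided permutation of the 20 groupings both gave p = 0.15, where 0.05 is the smallest possible. Counted only among groupings with a positive score, this permutation gave p = 0.3 in both. Against 1000 random gene sets p was 0.43 in naive B cells, 0.031 in GC B cells and 0.005 over both, which treats genes as independent. With 6 B-KO against 6 WT libraries the score was 0.661 (exact one-sided permutation p = 0.00866 over 924 groupings, and 0.02 over the 400 that keep the cell types balanced). Leaving out any of 5 libraries took this p above 0.05. Without GC WT replicate 2 the score was 0.413 (exact permutation p = 0.195), and an unweighted running sum gave 0.302 (exact permutation p = 0.11). Traf6, Chuk, Irak1, Myd88 and Tnfrsf1a were among the 11 genes of its leading edge. Of 10 lists named as in Fig. 3a, NFκB ranked 6 by score in naive B cells, 4 in GC B cells and 1 over both. The IL-10 list ranked first in each cell type alone, at 0.602 and 0.607. By exact permutation p among those of the 10 lists with a positive score, NFκB tied with co-stimulation for the smallest in GC B cells and had the smallest over both, while 4 of them had a smaller p in naive B cells. From this enrichment the paper states that the increase was most significant for the NFκB pathway in both cell types. Among GC libraries the NFκB median was highest in B-KO replicate 2 (0.204) and, in WT, in replicate 3 (0.119), which were also the highest for immediate early genes (1.33 and 1.31). The adjusted p in GC B cells was 0.00335 without WT replicate 3, 0.00678 without B-KO replicate 3 and 0.702 without WT replicate 2.

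**Figure D2:**
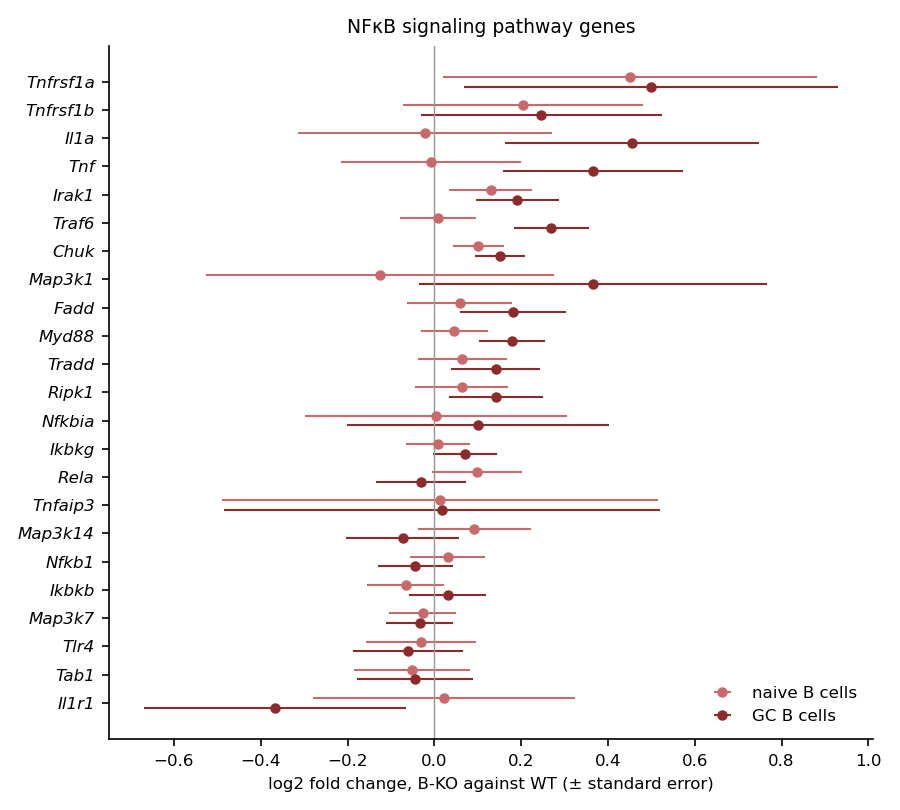
Log2 fold change of each of the 23 NFκB pathway genes in B-KO against WT, in naive and in GC B cells, with limma estimates from 3 libraries per group as points and standard errors as bars. The points of GC B cells lie between -0.37 (Il1r1) and 0.50 (Tnfrsf1a).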

The role of the NFκB signaling pathway in controlling GC reactions has been well studied^17,18^. Particularly, activation of the NFκB signaling by CD40 engagement on B cells was shown to be critical in driving GC B cell differentiation^19^. Examination of the CD40 3′UTR revealed a potential miR-146a binding site, suggesting miR-146a might control GC B cell responses by directly targeting CD40 (Fig. 3c). However, even though CD40 protein levels were significantly higher in B cells devoid of miR-146a, our luciferase reporter results suggested that CD40 is not a miR-146a target (Fig. 3d, e). Nevertheless, it has been previously shown that CD40 stimulation can lead to further upregulation of CD40 itself as well as other molecules required for GC B cell differentiation^20^. Therefore, miR-146a might maintain optimal CD40 expression through direct regulation of components of the CD40 signaling pathway other than CD40. To this end, TRAF6 and Rel-B, two miR-146a targets which have been previously characterized in other immune cell types^7,10,21^, have both been shown to be key components in CD40-mediated NFκB activation in driving GC B cell responses^22,23^. Moreover, overexpression of Rel-B in B cells alone was also reported to be sufficient for upregulating CD40 expression^24^. Therefore, elevated levels of TRAF6 and Rel-B in B-KO B cells could likely contribute to our findings of enriched NFκB signaling gene signatures and enhanced CD40 expression (Supplementary Fig. 4a and b). Further examination of molecules downstream of the CD40 signaling pathway^25^, suggested that *IKKα* and *c-Rel*, two genes known for their roles in GC B cell differentiation^26,27^, may serve as additional miR-146a targets (Fig. 3f, g). Indeed, loss of miR-146a in B cells resulted in significantly increased amounts of both IKKα and c-Rel proteins, and our luciferase reporter studies confirmed that miR-146a is capable of direct repression of these two genes (Fig. 3h–k). Thus, miR-146a can target multiple molecules within the CD40 signaling pathway to ensure proper GC B cell responses. 

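Of the genes drawn as CD40 targets in Fig. 3l, 22 of 24 were higher in B-KO than in WT naive B cells and 38 of 38 were higher in B-KO GC B cells. Kcnn4, a potassium channel gene, was at 57.5 ± 3.74 (SD, n = 3) in WT and 104 ± 30.6 (SD, n = 3) in B-KO naive B cells (log2 fold change 0.80, adjusted p = 0.559 from limma). Gadd45b, a stress response gene, was at 125 ± 15.0 and 174 ± 23.3. The interferon regulatory factor gene Irf1 was at 296 ± 84.5 (SD, n = 3) RPKM in WT and 566 ± 189 (SD, n = 3) in B-KO GC B cells, a log2 fold change of 0.92 (standard error 0.22, limma adjusted p = 0.517). The transcript of Cd40 itself (chromosome 2, mm10, 165055636 to 165071654) was at 346 ± 23.3 (SD, n = 3) in WT and 381 ± 28.4 (SD, n = 3) in B-KO GC B cells, a log2 fold change of 0.14 (standard error 0.09, limma adjusted p = 0.906). Naive B cells had Cd40 at 537 ± 46.9 and 537 ± 42.2. The negative genes in naive B cells were Bcl2 (-0.10), which blocks apoptosis, and Bop1 (-0.04), a ribosome biogenesis gene. The log2 fold changes had a median of 0.45 in naive and 0.32 in GC B cells, and 6 and 0 of the genes differed by at least 2-fold between group means. In limma 0 genes of either panel passed over all genes tested, while 6 and 8 passed adjusted over the list alone and 9 and 10 had an unadjusted p under 0.05. The 3 B-KO libraries were all above the 3 WT libraries for 12 of 24 and 10 of 38 genes, against 10% by chance for either direction. The study chose these genes on the same libraries, so the tally is not independent evidence. Of 40 genes induced by CD40 or NFκB in B cells, listed before the data were examined, 34 were higher in B-KO naive B cells (median 0.10) and 28 in B-KO GC B cells (median 0.04). Fig. 3l had been seen in the paper, and genes it shares with this list were not taken out, so the list is not shown to be independent of it. Camera gave adjusted p = 0.000174 in naive B cells (0.748 with an estimated correlation) and 0.913 in GC B cells. Over both cell types it gave adjusted p = 0.0103 (0.613 with an estimated correlation), and 10 of 29 alternatives did not pass, among them leaving out naive WT replicate 1 (0.0741), naive B-KO replicate 1 (0.0636), GC WT replicate 1 (0.0502) or 2 (0.274) or GC B-KO replicate 2 (0.378). The difference between cell types gave adjusted p = 0.0222 (0.977 with an estimated correlation), and 14 of 29 alternatives did not pass, with medians from -0.35 to 0.00515 over all. None of the 40 passed over all genes in either cell type, and adjusted over the list alone 0 passed. GC B cell identity genes had library medians of 1.35, 0.761 and 0.221 in B-KO naive replicates 1, 2 and 3, where the CD40 and NFκB induced list had 0.194, 0.0863 and 0.101.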

Consistent with this notion, we have found that many previously identified CD40 targets were upregulated in B cells with miR-146a deficiency (Fig. 3l)^28^. Moreover, miR-146a may also control CD40 expression without directly impacting the CD40 signaling pathway. STAT1, a known miR-146a target^9^, has been shown to play an indispensable role in IFNγ-driven CD40 induction^29^. Therefore, elevated STAT1 levels in miR-146a-deficient B cells might also contribute to the enhanced CD40 expression phenotype (Supplementary Fig. 4c). Finally, consistent with the established role of miR-146a in functioning as a negative feedback regulator in controlling TLR and IFNγ signaling pathways^7,9^, up-regulation of miR-146a expression was also observed in B cells in response to CD40 stimulation (Fig. 3m).

**Fig. 3:**
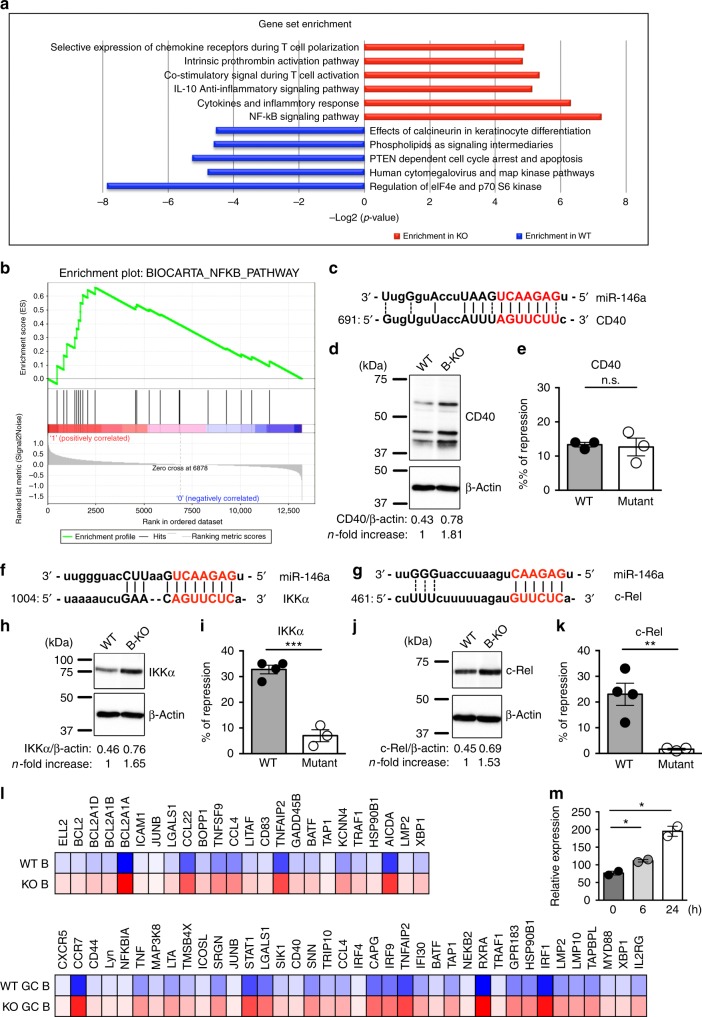
Multiple genes in the CD40-NFκB axis are targeted by miR-146a in B cells. **a** GSEA analysis of the miR-146a deficiency gene signatures. Annotated GO biological processes assigned to genes differentially expressed in naive and/or GC B cells isolated from B-KO mice or WT littermates, as determined by RNA-seq. **b** GESA results of the NFκB pathway derived from the BioCarta pathway database were shown and a false discovery rate (FDR) of less than 0.05 was accepted as highly significant. Sequence alignment of the putative miR-146a binding site in the 3′ UTR of **c** CD40, **f** IKKα or **g** c-Rel. Expression of **d** CD40, **h** IKKα or **j** c-Rel in B-KO B cells vs. WT B cells were assessed by immunoblotting. Densitometric values of CD40, IKKα or c-Rel were normalized to β-actin expression values and n-fold increase on the basis of each corresponding WT. Ratios of repressed luciferase activity of cells in the presence of WT or mutated **e** CD40, **i** IKKα or **k** c-Rel 3′ UTR transfected with miR-146a compared with cells transfected with control empty vector. **l** Heatmap of representative CD40–targeted genes differentially expressed in naive or GC B cells in the presence or absence of miR-146a. **m** Quantitative PCR of miR-146a levels in B cells upon CD40 stimulation in vitro at different time points. Data represent the mean ± SD and are representative of 3 independent experiments (*n* *=* 3–6). Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05, **p < 0.01, ***p < 0.001

### Partial CD40 deletion rescued GC phenotypes in B-KO mice

We observed that the loss of miR-146a in B cells resulted in not only enhanced CD40 signaling but also increased CD40 expression, suggesting that exaggerated CD40-dependent gene expression is likely responsible for the overexuberant humoral immunity. Moreover, considering that CD40 signaling was previously shown to act predominately in the initial phase of the GC reaction^20^, the aforementioned findings in mice with GC B cell-specific miR-146a ablation further support the notion that miR-146a controls GC B cell responses mainly through regulating the CD40 signaling pathway. Nevertheless, the miR-146a targets identified in our study are also involved in non-CD40 signaling pathways. Thus, we sought to determine whether restoring CD40 expression alone in B-KO B cells is sufficient in rescuing the abnormal GC phenotypes resulting from miR-146a deficiency. As shown in Fig. 4a, the amounts of CD40 in miR-146a-deficient B cells could be substantially reduced to the levels close to those in WT cells by removing one allele of *CD40* in B-KO mice (B-KO/CD40^+/−^). However, unlike B cell-specific miR-146a ablation in B-KO mice, partial CD40 deletion was not restricted to B cells. Therefore, to examine the cell-intrinsic role of miR-146a-mediated regulation of CD40 expression in controlling GC B cell responses, naive B cells isolated from B-KO/CD40^+/−^ mice were first co-cultured with 3T3 feeder cells expressing CD40L and BAFF in the presence of IL-4 to induce GC phenotypes in vitro^30^. Consistent with our observations in B-KO mice, upon in vitro stimulation, miR-146a-deficient B cells exhibited significantly increased levels of activation-induced cytidine deaminase (AID), a CD40-induced enzyme that is crucial for GC B cell differentiation and function (Fig. 4b)^31^. On the other hand, the AID expression was greatly reduced when miR-146a deficiency was coupled with *CD40* hemizygosity. Similarly, the heightened levels of IgG1 expression observed in B-KO B cells was also restored to WT levels in B cells isolated from B-KO/CD40^+/−^ mice (Fig. 4c). Finally, to test this in an in vivo setting, we performed a series of mixed bone marrow (BM) chimera studies similar to those described previously (Fig. 4d)^9^. In brief, the Ly5.1^−^ GC B cell frequency in each chimeric mouse was normalized against the corresponding WT Ly5.1^+^ GC B cell counterpart to account for the variation in the reconstitution and immunization efficiency in the mixed BM chimera study. As shown in Fig. 4e, f and Supplementary Fig. 5, by comparing GC B cells in the B-KO/CD40^+/−^ compartment of chimeric mice to those in the B-KO or WT counterparts at various time points post SRBC immunization, we have found that the elevated GC B cell responses observed in mice harboring miR-146a-deficient B cells were largely alleviated upon partial CD40 deletion. On the other hand, no alteration could be detected in total B cell frequencies between the WT, B-KO and B-KO/CD40^+/−^ groups during the course of SRBC immunization (Supplementary Fig. 6). Taken together, these results clearly pointed to the CD40 signaling pathway as the major target of miR-146a in B cells to regulate GC B cell responses and the resultant humoral immunity.

**Fig. 4:**
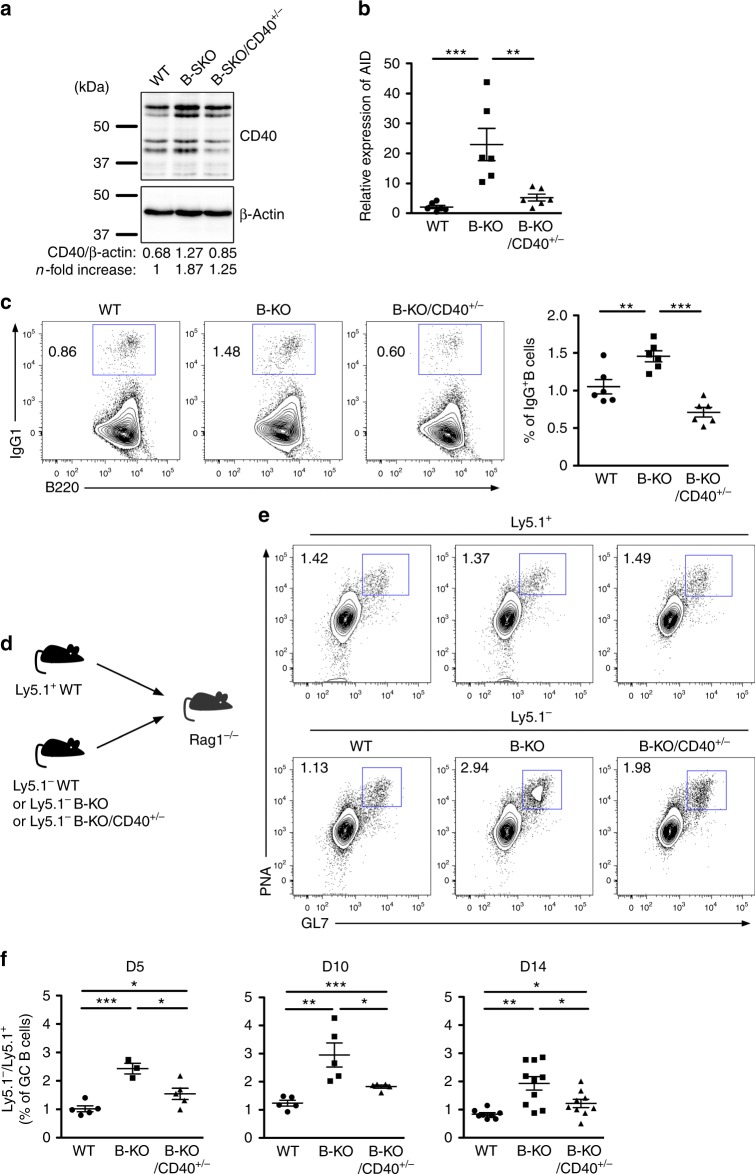
Partial CD40 deletion was able to largely rescue the aberrant GC B phenotypes resulting from miR-146a deficiency. **a** Expression of CD40 in B-KO B cells, B-KO/CD40^+/−^ B cells *vs*. WT B cells was assessed by immunoblotting. Densitometric values of CD40 were normalized to β-actin expression values and n-fold increase on the basis of WT controls. **b** Quantitative PCR of AID mRNA levels and **c** FACS analysis and frequencies of IgG1^+^ cells in in vitro CD40-stimulated B cells from B-KO, B-KO/CD40^+/−^ or WT mice are shown. **d** Schematic of generation of mixed BM chimeras. **e** FACS analyses of Ly5.1^−^ and Ly5.1^+^ PNA^+^GL7^+^ GC B cells in spleen from indicated mixed BM chimeras 14 days after SRBC immunization. **f** Ratios of frequencies of Ly5.1^−^ and Ly5.1^+^ GC B cells in spleen from indicated chimeric mice at days 5, 10 and 14 days after SRBC immunization. Data are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean. Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05, **p < 0.01, ***p < 0.001

### No further enhanced humoral responses in TB-KO mice

Our experiments demonstrated that expression of miR-146a in B cells is necessary for maintaining optimal GC B cell responses. Given that miR-146a was also shown to limit the accumulation of Tfh cells^12^, one would expect that miR-146a controls GC reactions through limiting GC B and Tfh cells concurrently and that deletion of miR-146a in B and T cells together may lead to further escalation of humoral responses. To test this hypothesis, *miR-146a*^*fl*^ mice were bred to h*CD2-cre* mice to generate a mouse line with miR-146a ablation in B and T cells (TB-KO) (Supplementary Fig. 7)^32^. Surprisingly, even though elevated GC B cell frequencies were readily detectable in TB-KO mice upon SRBC immunization (Fig. 5a), there was no further increase in GC B cell numbers in TB-KO mice compared to those observed in B-KO mice (Fig. 5b). Likewise, despite having miR-146a ablated in both B and T cells, the increase in Tfh cell frequencies was also similar between TB-KO and B-KO mice (Fig. 5c, d). Consistently, despite the fact that TB-KO mice displayed augmented SRBC-specific antibody responses (Fig. 5e), additional loss of miR-146a in T cells did not result in further enhanced humoral responses compared to mice exhibiting miR-146a deficiency only in B cells (Fig. 5f).

**Fig. 5:**
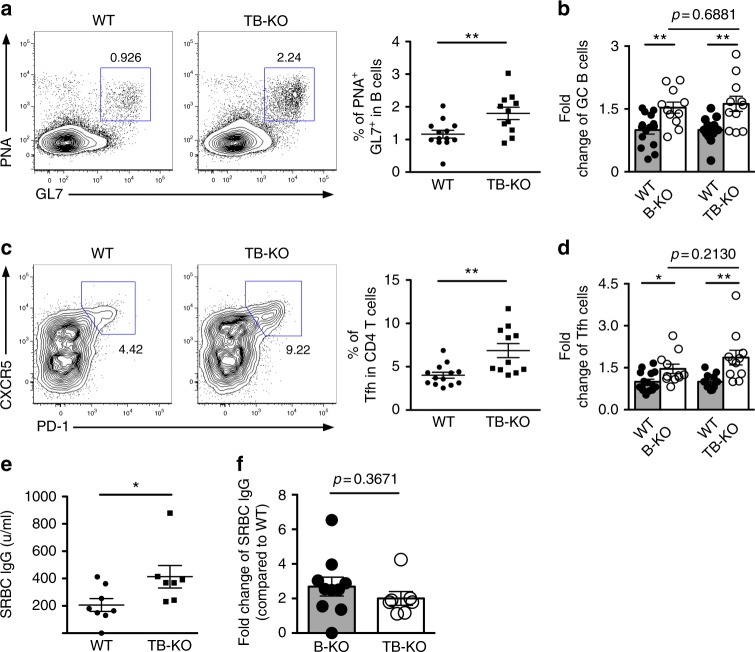
Additional miR-146a ablation in T cells did not result in further enhanced humoral immune responses in mice harboring B cells devoid of miR-146a. FACS analysis and frequencies of **a** PNA^+^GL7^+^ GC B cells or **c** CXCR5^+^PD-1^+^ Tfh cells from spleen of ~8 wks old TB-KO mice or their WT littermates 14 days after SRBC immunization. Fold changes (on the basis of corresponding WT controls) of **b** GC B or **d** Tfh cell frequencies in B-KO and TB-KO mice are shown. **e** ELISA analyses of serum SRBC-specific IgG levels in immunized TB-KO mice or WT littermates. **f** Fold changes (on the basis of corresponding WT controls) of serum SRBC-specific IgG levels from B-KO and TB-KO mice. Data represent the mean ± SD and are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean. Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05, **p < 0.01

### Negligible impact from T cell-specific miR-146a ablation

The aforementioned results obtained from TB-KO mice raised a question as to whether miR-146a is required to directly control Tfh cell responses. Previously, the cell-intrinsic role of miR-146a in limiting Tfh cell numbers was suggested based on studies utilizing either adoptive T cell or mixed BM stem cell transfers^12^. As those approaches involve the transfer of cells into mice with Treg cell defects (i.e., *CD28*^*−/−*^) or lymphodeplete recipients (i.e., *Rag1*^*−/−*^) in which biological manifestations could be potentially amplified^9,33^, we next sought to determine whether miR-146a deficiency limited to T cells alone can result in augmented Tfh cell as well as overall GC responses in lymphoreplete mice. To this end, we generated another mouse line in which miR-146a is specifically deleted in T cells by crossing *miR-146a*^*fl*^ mice to *CD4-cre* mice (T-KO) (Supplementary Fig. 8a). miR-146a was previously shown to be involved in restraining IFNγ-mediated Th1 immunity through targeting Stat1 in both Th1 and Treg cells. Therefore, to prevent the potential confounding effects of pre-existing Th1 responses in T-KO mice, Tfh cells were assessed in mice at 2–3 months of age prior to the onset of unprovoked IFNγ responses. As shown in Supplementary Fig. 8b and c, at steady state, no alteration in the frequencies of Tfh cells as well as GC B cells in T-KO mice could be detected. Moreover, SRBC-immunized T-KO mice harbored equivalent numbers of Tfh and GC B cells compared to their WT littermates (Fig. 6), indicating that loss of miR-146a in T cells alone had minimal impact compared to loss of miR-146a in B cells.

**Fig. 6:**
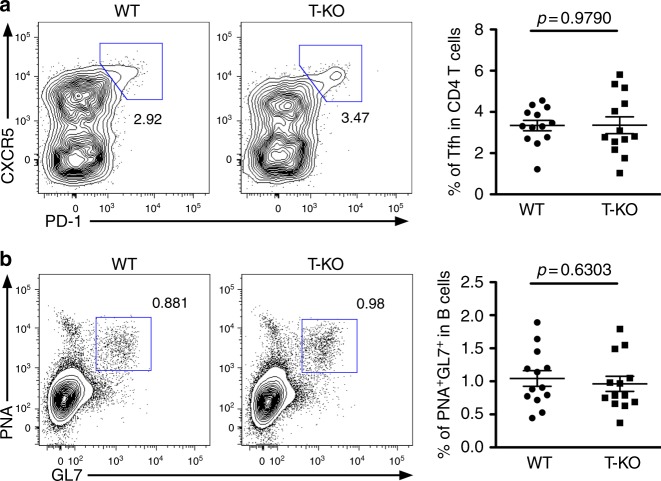
Loss of miR-146a in T cells alone is not sufficient to impact Tfh cells and the corresponding GC B cells. FACS analyses and frequencies of **a** CXCR5^+^PD-1^+^ Tfh cells or **b** PNA^+^GL7^+^ GC B cells from spleen of ~8 wks old T-KO mice or their WT littermates 14 days after SRBC immunization. Data represent are representative of 4 independent experiments. Each symbol represents an individual mouse, and the bar represents the mean

### miR-146a and miR-146b jointly regulate Tfh cell responses

There are two members of the miR-146 family. Whereas the *miR-146a* gene is located on mouse chromosome 11, its paralog, *miR-146b*, is located on chromosome 19 (chromosomes 5 and 10 in human, respectively). As their mature sequences differ by only two nucleotides and both have the same seed sequence, miR-146a and miR-146b likely regulate the same set of targets^34^. However, all functional studies thus far have focused solely on miR-146a, likely due to the fact that in most immune cell subsets miR-146a is constitutively highly expressed or upregulated in immune responses^6^. Consistent with a previous report^5^, we observed lower levels of miR-146b, compared to miR-146a, in both Tfh and GC B cells (Supplementary Fig. 9a). Nevertheless, despite its low abundance, expression of miR-146b in T cells might still enables normal control of Tfh cell responses in the absence of miR-146a. To directly test this possibility, we generated mice harboring a conditional miR-146b allele (*miR-146b*^*fl*^) (Supplementary Fig. 9b). Similar to what was observed in mice with T cell-specific deletion of miR-146a, loss of miR-146b in T cells alone did not result in any detectable phenotype (Supplementary Fig. 10). However, ablation of both miR-146a and miR-146b in T cells (T-DKO) (Supplementary Fig. 9c), resulted in spontaneous accumulation of Tfh and GC B cells even in mice at a young age (2~3 months) (Fig. 7a, b). Upon SRBC immunization, T-DKO mice exhibited further increases in numbers of Tfh and GC B cells compared to their WT littermates (Fig. 7c, d). Consequently, elevated levels of SRBC-specific IgG could be readily detected in T-DKO mice, while T-KO and WT mice exhibited comparable SRBC-specific antibody responses (Fig. 7e). Finally, we sought to determine whether miR-146b contributes to the regulation of genes that are known to be targeted by miR-146a. As noted above, miR-146a was suggested to limit Tfh cell numbers through repressing ICOS^12^. While ICOS expression was seemly increased in the absence of miR-146a consistent with the aforementioned report, significantly enhanced ICOS expression could only be detected when miR-146a and miR-146b were simultaneously ablated (Fig. 7f). Altogether, our data show that both members of miR-146 family are redundantly required to control Tfh cells, likely through coordinately targeting the same set of molecules.

**Fig. 7:**
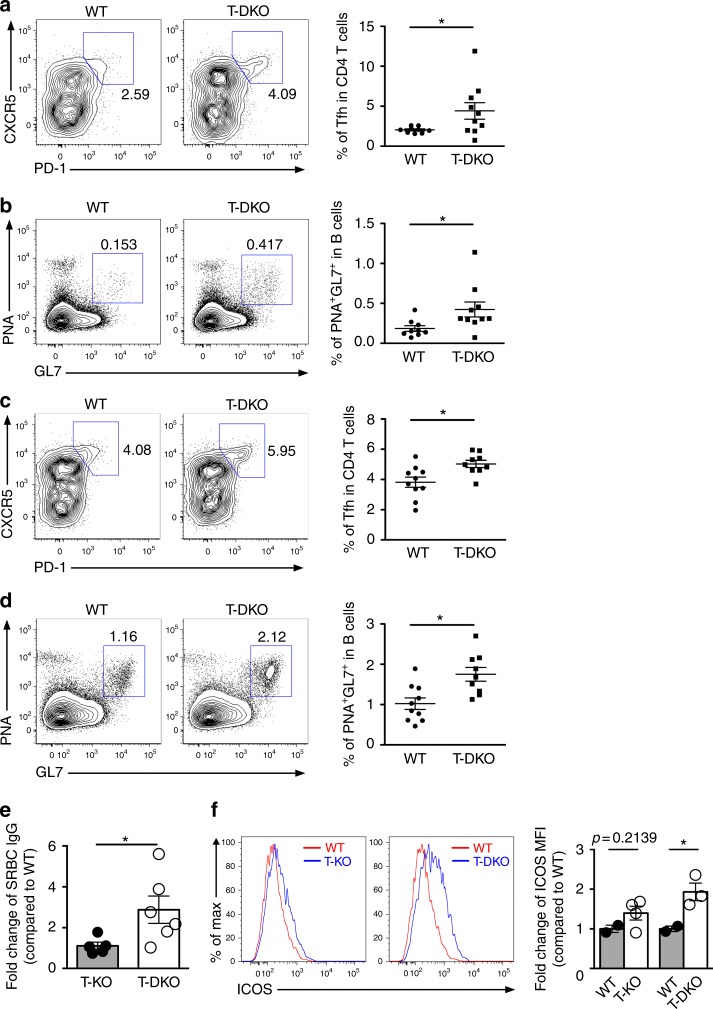
Both members of miR-146 family are redundantly essential in maintaining normal Tfh cell responses. FACS analyses and frequencies of **a** CXCR5^+^PD-1^+^ Tfh cells or **b** PNA^+^GL7^+^ GC B cells from spleens of ~8 wks old T-DKO mice or their WT littermates. FACS analyses and frequencies of **c** CXCR5^+^PD-1^+^ Tfh cells or **d** PNA^+^GL7^+^ GC B cells from spleens of ~8 wks old T-DKO mice or their WT littermates 14 days after SRBC immunization. **e** Fold changes (on the basis of corresponding WT controls) of serum SRBC-specific IgG levels from T-KO and T-DKO mice. **f** FACS analyses of the expression of ICOS in CD44^hi^CD4^+^ T cells in spleen from T-KO and T-DKO mice compared to their corresponding WT littermates. Fold changes (on the basis of corresponding WT controls) of ICOS mean fluorescence intensity (MFI) were shown in the right panels. Data represent the mean ± SD and are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean. Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05

## Discussion

The GC reaction, a hallmark of B cell-mediated immune responses to T cell-dependent (TD) antigens, is critical for the generation of long-term humoral protection. Positive feedback signals between B cells and Tfh cells through the CD40–CD40L and ICOSL–ICOS interactions support the formation of GCs^35^. Moreover, the strong correlation between GC B and Tfh cell numbers further highlights a tight regulation between two major cellular players in GCs^36^. Previously, miR-146a was shown to be highly induced in both GC B and Tfh cells^5^. It was suggested that elevated expressions of miR-146a in Tfh cells is crucial for maintaining optimal Tfh cell numbers through targeting ICOS^12^. In our work, by using cell-type-specific targeting approaches, we have shown that miR-146a controls GC reactions primarily through regulating the CD40 signaling pathway in GC B cells and that loss of miR-146a in B cells is sufficient to lead to the development of spontaneous autoimmunity. In addition, our data identified a previously unrecognized role of miR-146b in collaborating with miR-146a to regulate Tfh cell responses and the resultant humoral immunity.

Interestingly, while loss of miR-146a-mediated regulation resulted in CD40 upregulation, we did not detect a clear difference in surface CD40 expression between WT and B-KO B cells. Previously, it has been shown that CD40 signaling induces rapid endocytosis of CD40 and internalization of CD40 is a way to negatively regulate its signaling^37,38^. Therefore, enhanced CD40 signaling in B-KO B cells would likely lead to increased CD40 internalization, further supporting the notion that miR-146a functions as a key negative regulator in controlling CD40 signaling. Nevertheless, it should be noted that many known or new targets of miR-146a identified in the past or in the present study are not restricted to the CD40 pathway alone. In fact, miR-146a was first documented to regulate TLR signaling through targeting IRAK1 and TRAF6^7^. Whereas TLR stimulation was initially thought to be mainly involved in driving the production of extrafollicular antibodies, recent studies have shown that TLRs can also promote GC B cell responses to produce high affinity class-switched antibodies^39^. Moreover, like CD40, another tumor necrosis factor receptor (TNFR) superfamily member, BAFF receptor, also transduces its downstream signals in B cells through engaging TRAF6 and NFκB and was suggested to be critical for GC generation^40,41^. Finally, in addition to its aforementioned role in inducing CD40 expression, IFNγ-driven STAT1 activation in B cells was also shown to promote spontaneous GC formation in a T-bet-dependent manner^42^. Therefore, even though our data has clearly demonstrated that miR-146a-mediated regulation of CD40 signaling plays a major role in controlling GC B cell responses, it is conceivable that dysregulation of the aforementioned signaling pathways in the absence of miR-146a-mediated control in B cells could contribute to the observed enhanced GC responses.

To date, increasing evidence has pointed to miR-146a as a major molecular regulator in the immune system^6^. In addition to its role in negatively regulating many different innate and adaptive immune cell populations^10,43^, miR-146a was also shown to be required for proper Treg cell-mediated immune regulation^9^. As such, it is difficult to pinpoint the precise role of miR-146a in controlling humoral immunity, as the spontaneous accumulation of Tfh and GC B cells observed in miR-146a germ-line null mice might either reflect cell-intrinsic defects or result from functional abnormalities in other cell types. To this end, by employing the conditional gene targeting strategy, our study has clearly demonstrated that miR-146a deficiency limited to B cells alone is sufficient to impact the overall GC responses. On the other hand, unlike what was reported previously^12^, miR-146a does not seem to play an essential role in controlling Tfh cells, as deletion of miR-146a in T cells did not lead to any changes in Tfh cell numbers nor resulted in further enhanced humoral responses when combined with miR-146a deficiency in B cells. While this finding was initially surprising, it is not entirely unexpected. The difference in the experimental systems used between these two studies is likely to be accounted for the observed discrepancy. Impaired Treg cell-mediated regulation or the transient lymphopenia that resulted from the adoptive cell transfer or mixed BM chimera approaches taken in the former study could both potentially cause accelerated and/or enhanced phenotypes which might not be revealed in unperturbed mice with cell-specific gene deletion^9,44^. Therefore, while the expression of miR-146a in T cells may still be required under certain extreme conditions, it is dispensable for maintaining optimal Tfh cell responses in regular settings,

Our studies revealed a previously unappreciated role of miR-146b in Tfh cells. Despite its relatively low expression levels, miR-146b was capable of controlling Tfh cell responses in the absence of miR-146a. On the other hand, expression of miR-146b is insufficient to compensate for the loss of miR-146a in B cells, which is likely due to the fact that B cells, when compared to T cells, express even lower amounts of miR-146b. Nevertheless, it is possible that deletion of both miR-146a and miR-146b in B cells could further enhance GC B cell responses. Mechanistically, our data suggest that miR-146b could exert its regulatory function in Tfh cells through targeting the same set of genes (e.g., *ICOS*) that are repressed by miR-146a, as they share the same seed sequence. As such, only when both miR-146 members are simultaneously deleted, the changes in gene expression levels would be large enough to impact the Tfh cell biology. Moreover, considering that these two miRNA paralogs do differ by two nucleotides in their mature sequences, it is also possible that they could have unique regulatory activities determined by sequence characteristics outside of the seed region^45^. Thus, miR-146b could also coordinately regulate Tfh cell responses with miR-146a through targeting different molecules that are in a common biological pathway or shared protein complex.

Considering the dominant role of miR-146 in controlling both innate and adaptive immunity, it is not surprising that abnormal expression of miR-146a (and to a lesser degree, miR-146b) has been associated with many different pathological conditions^45,46^. Specifically, in systemic lupus erythematosus (SLE) patients, the expression level of miR-146a is negatively correlated with the disease pathogenesis^47,48^. Dysregulated type I IFN signaling resulted from diminished miR-146a expression was thought to be responsible for the increased SLE susceptibility in the aforementioned studies. However, previously it has also been shown that many SLE disease activities in patients such as proteinuria, B cell hyperactivation and autoantibody production could all be greatly ameliorated by CD40 blockade^49^. Therefore, it is tempting to speculate that loss of miR-146a-mediated CD40 regulation in B cells could also play an important pathogenic role in contributing to this complex autoimmune disorder.

In conclusion, our study delineates cellular and molecular mechanisms underlying regulation of GC responses by miR-146. Analogous to Bcl6, the two miR-146 family members coordinately regulate GC B and Tfh cells, two key arms in orchestrating protective humoral immunity. These findings will undoubtedly facilitate the development of successful strategies aimed at targeting miR-146-mediated gene regulatory machineries in both GC B and Tfh cells to generate robust and long-lasting immune responses against a wide array of invading microorganisms as well as to prevent unwanted autoimmunity.

## Methods

### Mice

*CD21-cre*^14^, *Cγ1-cre*^50^, *CD4-cre*^51^, h*CD2-cre*^32^, and CD40-deficient mice^52^ were purchased from the Jackson Laboratory. The targeting constructs for *miR-146a*^*fl*^^53^ and *miR-146b*^*fl*^ were generated using recombineering. For detailed information see the National Cancer Institute recombineering website (http://redrecombineering.ncifcrf.gov/). Mice on a B6 genetic background with the germ-line transmission were bred to Flp deleter mice to remove the neomycin resistance cassette. B cell-, T cell-, or T and B cell- specific deletion of miR-146a and/or miR-146b were achieved by breeding *miR-146a*^*fl/fl*^ or *miR-146b*^*fl/fl*^ mice to *CD21-cre*, *CD4-cre* or h*CD2-cre* mice respectively. CD40-deficient mice were bred with B-KO mice to generate B-KO/CD40^+/−^ mice. Unless otherwise indicated, 8- to 10-weeks-old mice were used. All mice were maintained and handled in accordance with the Institutional Animal Care and Use Guidelines of UCSD and National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and the ARRIVE Guidelines.

### Immunization

Mice were immunized intraperitoneally with 2 × 10^9^ SRBCs (Colorado serum company) in PBS. Spleen and peripheral blood were harvested at the indicated time after SRBC immunization. For NP-KLH immunization, 100 μg of NP-KLH (Biosearch Technologies) in PBS mixed with 50% of alum (Thermo Scientific) were injected intraperitoneally, and then peripheral blood was collected on days14 and 21 after immunization.

### Bone marrow chimeras

Bone marrow (BM) cells were isolated from WT, B-KO, B-KO/CD40^+/−^, and Ly5.1^+^ B6 mice, followed by T cell depletion using a mouse Pan T (90.2) kit (Dynabead). BM cells from WT, B-KO, and B-KO/CD40^+/−^ mice were mixed with BM cells from Ly5.1^+^ B6 mice at a 1:1 ratio, respectively, and transferred into lethally irradiated Rag1^−/−^ recipients intravenously. After 8 weeks, recipients were immunized with SRBCs. Next, 14 days post immunization, spleens were harvested for FACS analysis.

### Flow cytometry and antibodies

For FACS analysis, single-cell suspensions of spleens were stained with Ghost Dye Red 780 (Tonbo Biosciences 13-0865, 1:1000) or Fixable Viability Dye eflour 450 (Thermo Fisher Scientific 65-0863-14, 1:1000), followed by surface staining with antibodies against CD4 (Thermo Fisher Scientific 11-0041-82 or 45-0042-82, 1:500), CD8 (Thermo Fisher Scientific 47-0081-82, 1:500 or 48-0081-82, 1:1000, Biolegend 100747, 1:400), CD44 (Thermo Fisher Scientific 48-0441-80, 1:600), PD-1 (Thermo Fisher Scientific 25-9958-82, 1;400), B220 (Thermo Fisher Scientific 45-0452-82 or 25-0452-82, 1:500), CD3e (Thermo Fisher Scientific 47-0031-82, 1:250), CD138 (Biolegend 142503, 1:100), CD95 (BD Pharmingen 740716, 1;400), GL7 (Thermo Fisher Scientific 49-5902-82, 1:500), CD45.1 (Thermo Fisher Scientific 17-0453-82, 1:500), ICOS (Thermo Fisher Scientific 17-9949-82, 1:500), Thy1.1 (Thermo Fisher Scientific 12-0900-83, 1:1000), and PNA (Vector Laboratories, FL-1071, 1:800). For CXCR5, cells were stained with purified CXCR5 (BD Bioscience 551961, 1:100) for 1 h, followed by staining with biotinylated anti-rat IgG (Jackson 112-065-003, 1:1000) for 30 min, and then surface staining was performed with indicated antibodies, as well as PE- or APC-labeled streptavidin (Thermo Fisher Scientific 12-4317-82 or 17-4317-82, 1:1000). Intracellular staining was performed with antibodies against FOXP3 (Thermo Fisher Scientific 53-5773-82, 1:300), Blimp1 (Biolegend 150003, 1:100), and IgG1 (BD Bioscience 560089, 1:500). Data were collected by BD LSRFortessa or BD LSRFortessa X-20 (BD Biosciences) and analyzed by FlowJo (Tree star). FACS gating strategies are included in Supplementary Figs. 11 and 12.

### In vitro B cell stimulation

Single-cell suspensions of spleen cells were stained with PE-CD19 (Biolegend 115508, 1:500), and then CD19^+^ B cells were purified using anti-PE Microbeads (Miltenyl). In total 5 × 10^9^ B cells were plated in a 48-well plate and cultured for 4 days in the presence of αCD40 (1 μg/ml, BioXcell BE-0016-2) and IL-4 (20 ng/ml, Peprotech 214-14), followed by standard staining for FACS analysis, as described above. To obtain GC B-like cells in vitro, purified B cells were co-cultured with CD40LB cells, as described previously^30^. Briefly, CD40LB cells were treated with mitomycin C (30 μg/ml, Sigma) at 37 °C for 30 min, and then 2.5–5 × 10^4^ cells were plated in a 6-well plate. After 24 h, the media was removed, and then 5 × 10^9^ B cells suspended in IL-4 (10 ng/ml)-containing media were added onto the CD40LB cells.

### Quantitative PCR analysis

Cells were sorted on a FACSAria Fusion (BD Biosciences) and then total mRNA was isolated using a miRNeasy kit (Qiagen) according to the manufacturer’s instructions. To determine expression of miR-146a and miR-146b, TaqMan MicroRNA Assay (Thermo Fisher Scientific) was performed. Real-time reactions were run on a 7900HT Fast Real-Time PCR System (Thermo Fisher Scientific). For in vitro stimulated B cells, after 3 days, PNA^+^GL7^+^B220^+^ cells were FACS sorted. Total mRNA was isolated using a miRNeasy kit, and then cDNA was generated using iScript cDNA Synthesis Kit (Bio-Rad), followed by qPCR reactions using SYBR Green PCR Mix (Thermo Fisher Scientific). The primer sequences used were as follows: AID Forward 5′- CAAGCTTCCTTTGGCCTAAGAC-3′, AID reverse 5′- CAGCGGACATTTTTGAAATGG- 3′, GAPDH Forward 5′-CGTCCCGTAGACAAAATGGT-3′, GAPDH reverse 5′-TCAA TGAAGGGGTCGTTGAT-3′.

### Gene expression profiling analysis

Spleens were harvested from unimmunized WT and B-KO mice, and then B220^+^ cells were FACS sorted. GC B cells (B220^+^PNA^+^GL7^+^) in spleens were sorted from SRBC-immunized WT and B-KO mice on D14. 

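WT GC B cells carried the transcripts of the GC program and had lost much of the resting program of naive B cells. Bcl6, the transcription factor gene that GC B cells require, was at 234 ± 39.2 (SD, n = 3) RPKM in WT naive and 848 ± 32.4 (SD, n = 3) in WT GC B cells, a log2 fold change of 1.86 (limma adjusted p = 2.38e-06). Neil1, a DNA glycosylase gene, was at 193 ± 34.8 (SD, n = 3) and 2777 ± 208 (SD, n = 3) (log2 fold change 3.85, limma adjusted p = 1.84e-06). Fcer2a, which encodes CD23 of follicular B cells, was at 2942 ± 85.1 and 928 ± 147. In WT GC B cells 38 of 38 cell cycle genes rose (median 3.54), as did 19 of 21 GC B cell identity genes (median 3.93) and 20 of 22 dark zone genes (median 3.97). Of 15 resting follicular B cell genes 13 fell and 1, Bach2, rose (median -1.68). Of 59 interferon-stimulated genes 48 fell and 4 rose (median -1.54). Of 41 oxidative phosphorylation genes 36 rose and 1 fell (median 0.58), and 13 of 16 marginal zone genes fell and 1 rose (median -1.32). All 11 NK cell markers fell (median -2.46). limma called 4348 of 13704 genes higher and 4143 lower in WT GC than in WT naive B cells. Camera gave adjusted p = 4.85e-15 for cell cycle, 1.74e-08 for GC B cell identity, 6.31e-10 for interferon and 0.000313 for resting follicular genes, each 0.723 with an estimated correlation. Cell type and immunization changed together, so these differences cannot be assigned to either alone. On the first principal component (70.9% of the variance), B-KO naive replicate 1 lay at -37.2 and replicate 2 at -52.1, where the other naive libraries lay from -71.3 to -63.8. WT GC replicate 3 lay at 46.7 and B-KO GC replicate 2 at 40.9, where the other GC libraries lay from 60.3 to 70.4.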

Poly-A RNA-seq was performed using three biological replicates for each cell population as described previously. 

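The replicate libraries of GC B cells differed in genes that mark the sex of the mouse. Xist, the RNA of the inactive X chromosome of female cells, was at 1436 and 1349 RPKM in WT GC replicates 1 and 2 and at 1335 in B-KO GC replicate 3. It was at 0.93 in WT GC replicate 3 and 0.454 in B-KO GC replicate 1. In these 2 libraries the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 1175 and 849.5 RPKM. B-KO GC replicate 2 held both kinds of transcript, with Xist at 186.7 and the Y-linked genes at 671.2 RPKM. All 6 naive libraries had Xist between 854 and 1044 and a Y-linked sum of at most 0.248 RPKM. WT GC replicates 1 and 2 and B-KO GC replicate 3 had Y-linked sums of 0.337, 0.193 and 0.145 RPKM, so 1 WT and 2 B-KO GC libraries lay above 1 RPKM. Replicates of a group correlated with Pearson r of 0.9713 to 0.9892 across genes, which are not independent replicates. WT GC replicate 3 had the lowest values, with 0.9718 and 0.9713 to WT GC replicates 1 and 2, which correlated at 0.9892 with each other. Variation between replicates exceeded counting noise in every pair, with chi-square per degree of freedom from 7.69 to 62.5.

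**Figure D3:**
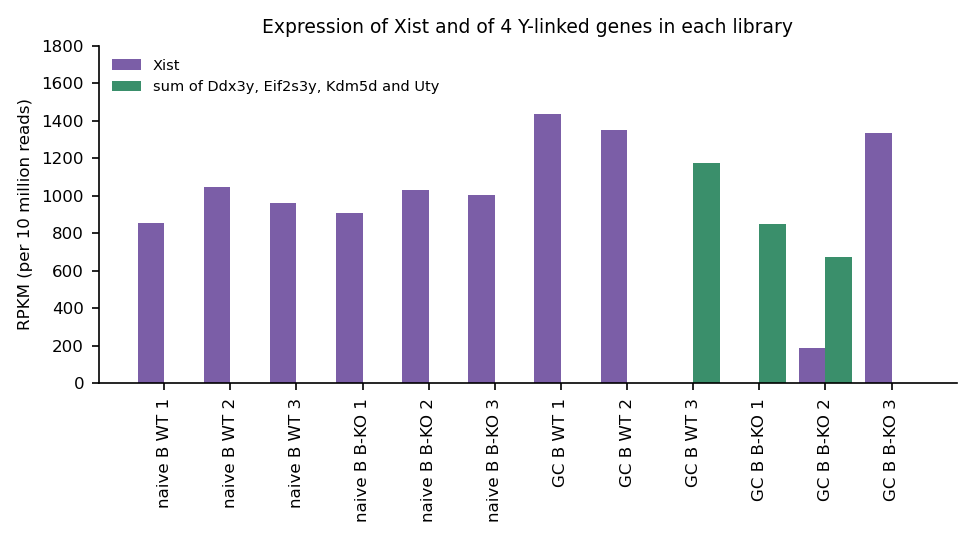
RPKM of Xist and summed RPKM of 4 Y-linked genes in each of the 12 libraries, 1 bar per library. Y-linked sums are above 1 RPKM in WT GC replicate 3 and in B-KO GC replicates 1 and 2.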

RNA libraries were prepared for sequencing using standard Illumina library preparation protocols. Sequenced reads were trimmed for adaptor sequence, and masked for low-complexity or low-quality sequence. STAR was used to align reads to the mm10 whole genome^54^. RNA-seq experiments were normalized and the Reads per kilobase of transcript per megabase of library size (RPKM) values were generating for RefSeq annotated transcripts using HOMER^55^. To analyze RNA-seq results, hierarchical clustering was performed (uncentered correlation distance and average linkage) using the average of the RPKM values of the triplicate biological experimental data sets to group the genes into similar regulatory circuits. The low expressed and invariant genes for which none of the datasets had more than 32 RPKM, or the highest and lowest expressions were less than a two-fold difference, were removed. 

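Most genes that pass this filter differ between naive and GC B cells. Of 24063 genes, 9331 had a group mean above 32 RPKM and 2226 of these also differed at least 2-fold between the highest and the lowest of the 4 group means. Of the 2226 genes, 2013 differed at least 2-fold between WT GC and WT naive B cells. Between B-KO and WT, 153 differed at least 2-fold in naive B cells, 48 in GC B cells and 192 in at least 1 of them. Of the 52 genes drawn in Fig. 3l, 21 were among the 2226. These are counts of group means without a test. With a 1.5-fold limit 4185 genes were kept.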

All measurements were relative to the mean of the gene to generate a heatmap visualization of the results. Then, Gene Set Enrichment Analysis (GSEA) between KO versus WT, or KO GC B versus WT GC B datasets were applied to determine gene that are differentially expressed in naive and/or GC B cells between WT and B-KO mice and to connect the expression data to the pathways with default parameters^56,57^. Gene sets derived from the BioCarta pathway databases were chosen and a false discovery rate (FDR) of <0.05 was accepted as highly significant.

### Immunoblotting

Spleens were harvested from 6 to 8-weeks-old mice. Total CD19^+^ B cells were MACS isolated with >95% purity (Miltenyi Biotech) and were subjected to lysis in RIPA buffer (Cell Signaling) supplemented with 1 mM PMSF. Next, cell lysates were separated by SDS-PAGE and transferred onto PVDF membranes. Antibodies against CD40 (Santa Cruz sc-974, 1:1000), TRAF6 (Santa Cruz sc-7221, 1:500), RelB (Santa Cruz, sc-226, 1:1000), c-Rel (Thermo Fisher Scientific 14-6111-82, 1:1000), IKKα (Cell signaling 2682, 1:1000), STAT1 (Cell signaling 9172, 1:1000), and Actin (Sigma A1978, 1:3000) were used to detect corresponding proteins. Protein levels were quantified by Image J (National Institues of Health). Uncropped immunoblot images are included in Supplementary Figs. 13 and 14.

### ELISA

To assess autoantibody against dsDNA, serum was harvested from aged mice (~6 months) and mouse anti-dsDNA ELISA Kits (Shibayagi) were used to perform ELISA according to the manufacturer’s instructions. To measure SRBC-specific IgG production, serum was harvested from mice on D14 after SRBC immunization and assessed by using SRBC IgG ELISA kits (Abnova) according to the manufacturer’s instructions. For NP immunization experiments, mice were immunized with NP-KLH and NP-specific antibodies that bound to NP_20_-BSA or NP_7_-BSA (Biosearch Technologies) to be determined by ELISA. In brief, 96-well plates were coated overnight at 4 °C with NP_20_-BSA or NP_7_-BSA, followed by blockade of non-specific binding by incubation with blocking buffer (1% of BSA in PBS) for 1 h at room temperature. Mouse serum was diluted to 10^−5^ of the original concentration in blocking buffer and then added to the plates, followed by incubation for 1 h at room temperature. Plates were washed with washing buffer (0.05% Tween-20 in PBS) three times. Bound antibodies were detected by HRP-conjugated anti-mouse IgG1 antibodies (Southern Biotech 5300-05, 1:1000). The reactions were developed by incubation for 15 min at room temperature with TMB substrate (Biolegend) and were stopped by the addition of 2 N H_2_SO_4_. Absorbance was measured by a microreader (Bio-Rad) at 450 nm.

### Luciferase assay

The 3′UTR sequences of CD40, IKK and c-Rel were amplified from mouse genomic DNA and cloned into psicheck2. The TRAF6 UTR sequence was synthesized (Integrated DNA Technologies) and cloned into psicheck2. Site-directed mutagenesis (Agilent) was performed to obtain 3′UTR mutants of CD40, IKK, c-Rel and TRAF6. Indicated 3′UTR WT or mutant plasmids were transfected into HEK293T (ATCC CRL-3216) cells along with either a miR-146a-expressing plasmid or a control empty vector. Luciferase activity was determined by the Dual luciferase reporter assay system (Promega) according to the manufacturer′s instructions at 20 h after transfection.

### Histology

Spleens were frozen in Tissue-Tec OCT (Sakura) and cryosectioned at 10 µm. Sections were mounted on glass slides, fixed in cold acetone for 20 min, followed by air drying to evaporate acetone completely. Sections were washed in PBS three times and stained with αIgD-PB (Thermo Fisher Scientific 48-5993-82, 1:50), αCD4-PE (Thermo Fisher Scientific 12-0041-82, 1:100), and PNA-FITC (Vector Laboratories FL-1071, 1:400) for 30 min at room temperature. Images were acquired on a LSM 700 system (Carl Zeiss, Inc.).

### Statistical methods

Statistical tests were performed using Prism 6.0c (GraphPad). Significance was determined by unpaired Student’s *t*-test with a 95% confidence interval. *p < 0.05, **p < 0.01, ***p < 0.001, ns not significant.

### Data availability

The authors declare that the data supporting the findings of this study are available within the article and its Supplementary Information files, or are available upon reasonable requests to the authors. RNA-seq data for naive mature B cells or GC B cells from B-KO mice or WT littermates are available from the NCBI GEO database (GEO GSE113975).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: Differential cell-intrinsic regulations of germinal center B and T cells by miR-146a and miR-146b
**Source:** Nat Commun. 2018 Jul 16;9:2757. doi: 10.1038/s41467-018-05196-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

Differential cell-intrinsic regulations of germinal center B and T cells by miR-146a and miR-146b

Cho et al

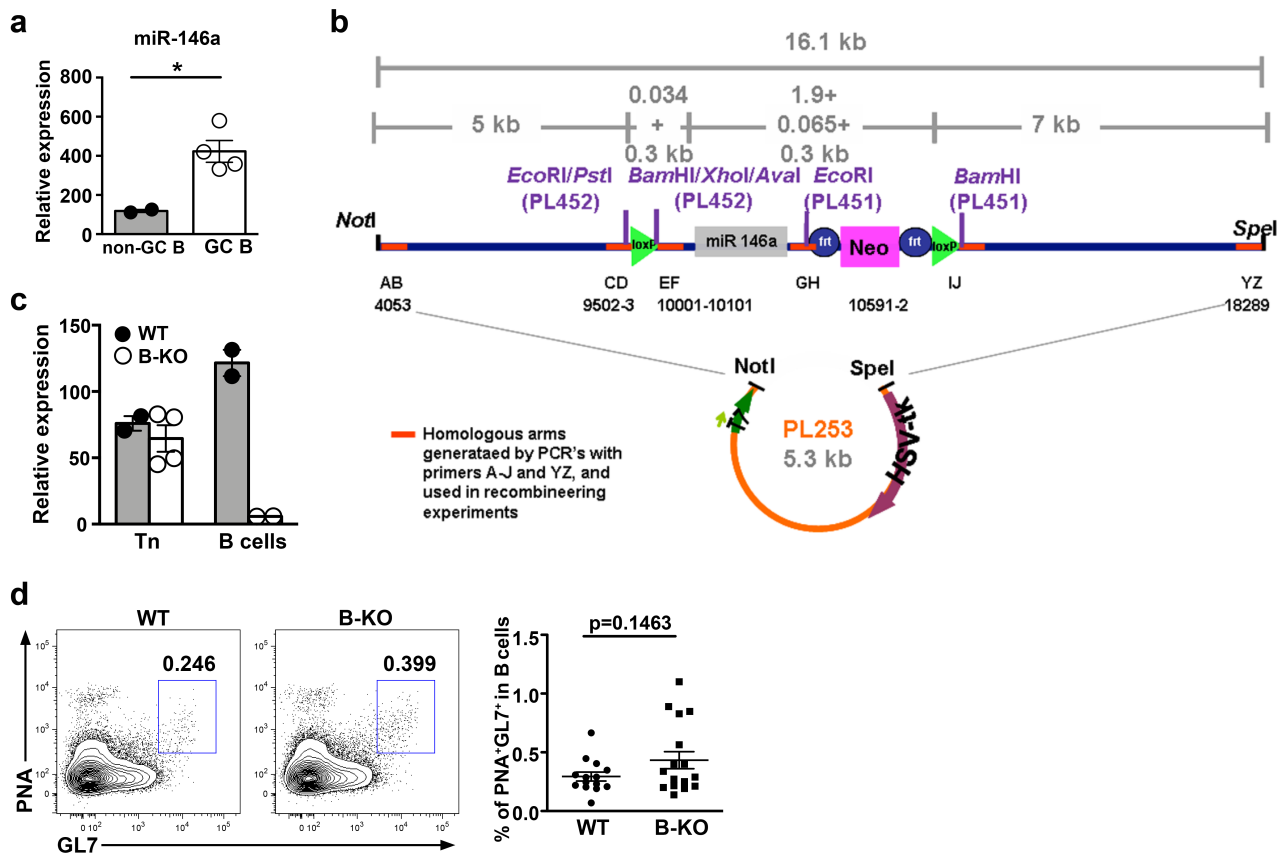

Supplementary Figure 1. B cell-specific miR-146a ablation does not lead to spontaneous accumulation of GC B cells at young ages. (a) Quantitative PCR of miR-146a levels in naïve mature B and GC B cells. (b) Schematic representation of the targeting strategy for *miR-146a^{fl}* mice. (c) Expressions of miR-146a in naïve T cells (Tn) and B cells isolated from B-KO mice. (d) FACS analyses and frequencies of PNA⁺GL7⁺ GC B cells from spleens of ~8 wks old B-KO mice or their WT littermates. The data are shown as mean $\pm$ SD and are representative of three independent experiments (n=3-6). Each symbol represents an individual mouse, and the bar represents the mean. * $p<0.05$.

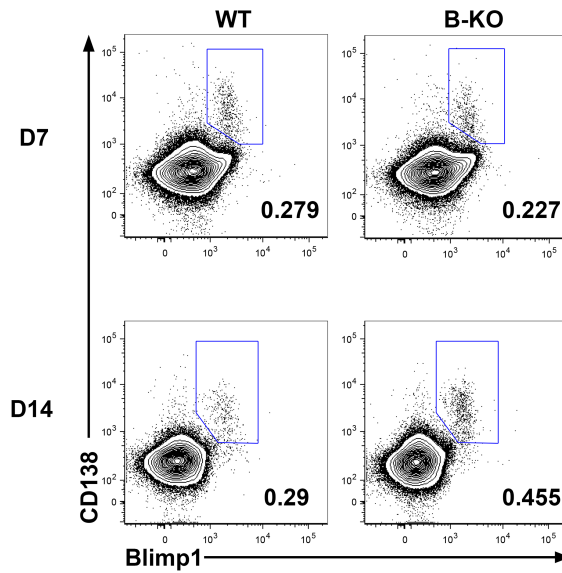

Supplementary Figure 2. Increased plasma cell production in mice with B cell-specific miR-146a ablation upon SRBC immunization. FACS analyses of CD138⁺Blimp1⁺ plasma cells from spleens of ~8 wks old B-KO mice or their WT littermates at indicated time points post SRBC immunization. The data are representative of two independent experiments (n=3-8).

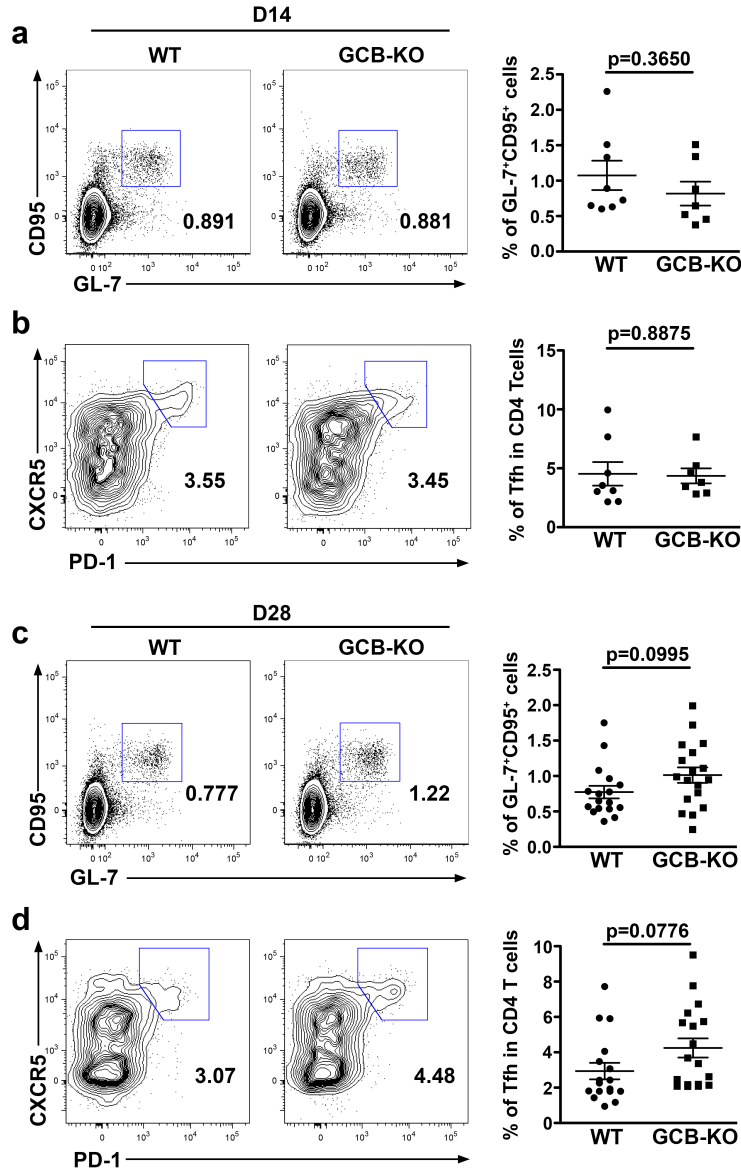

Supplementary Figure 3. GC B cell-specific miR-146a ablation has limited impact on GC responses. FACS analyses and frequencies of (a, c) CD95⁺GL7⁺ GC B cells and (b, d) CXCR5⁺PD-1⁺ Tfh cells in spleen from ~8 wks old *Cg1-cre miR-146a^{fl/fl}* (GCB-KO) mice or their WT littermates at days 14 and 28 after SRBC immunization. Data are representative of 3 independent experiments. Each symbol represents an individual mouse, and the bar represents the mean.

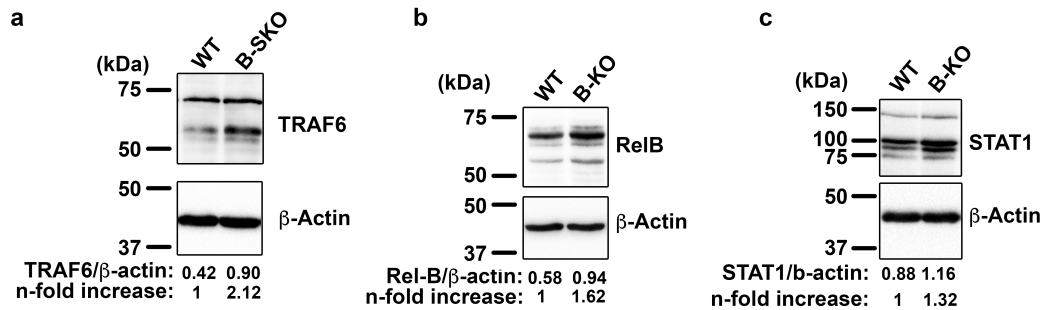

Supplementary Figure 4. Protein expressions of previously identified miR-146a targets in B cells. Immunoblot analysis of (a) TRAF6, (b) RelB and (c) STAT1 expression in B cells in the presence or absence of miR-146a. Densitometric expression values of each molecule were normalized to β -actin expression values and n-fold increase on the basis of each corresponding WT. Data are representative of three independent experiments (n=3-6).

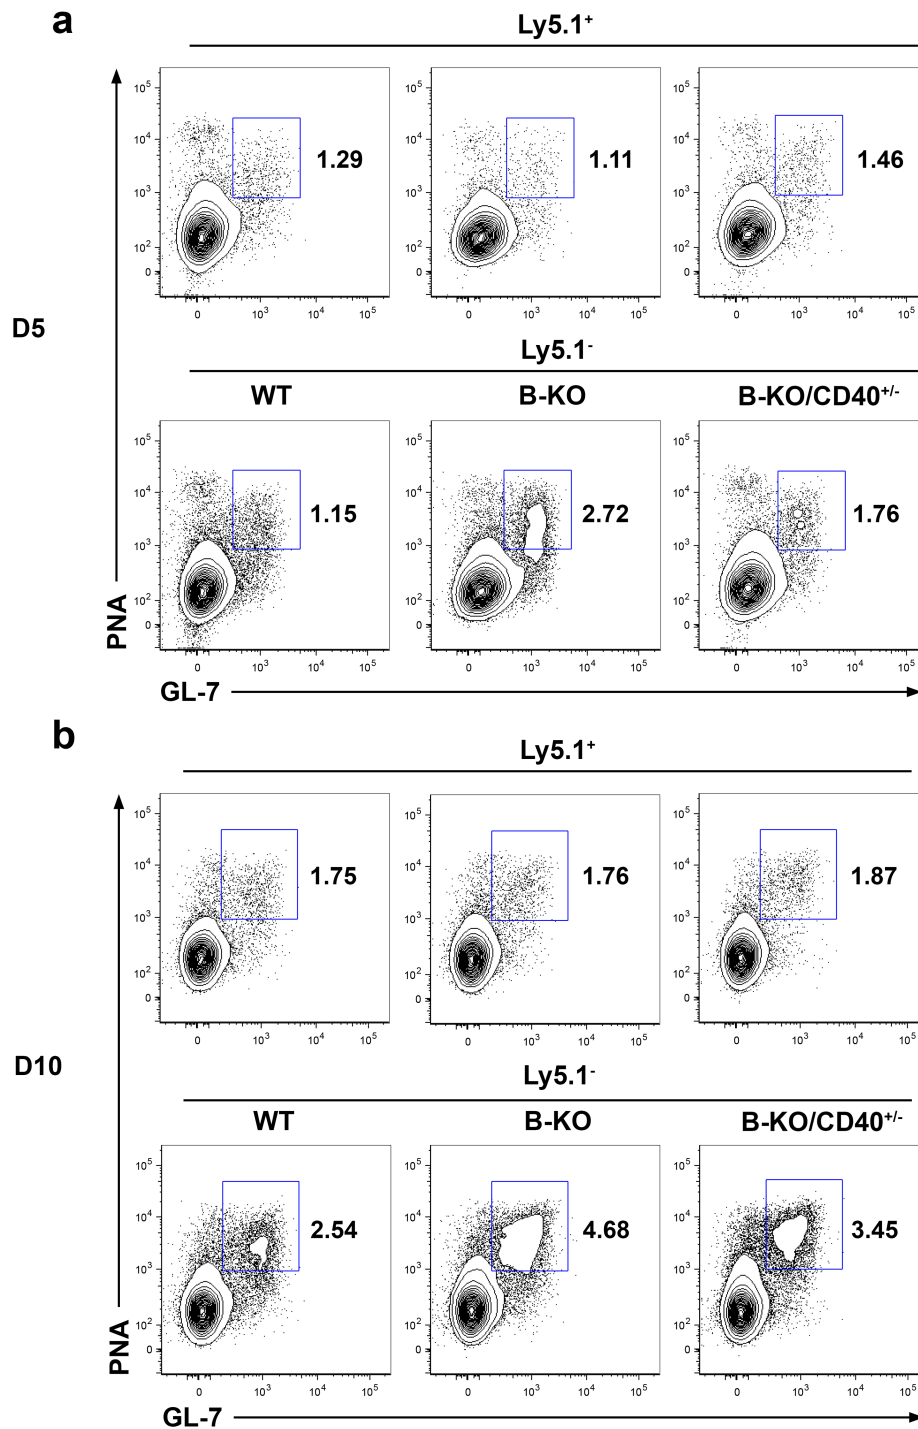

Supplementary Figure 5. miR-146a/CD40 axis plays a key role in regulating GC responses at both early and peak time points upon SRBC immunization. FACS analyses of Ly5.1⁻ and Ly5.1⁺ PNA⁺GL7⁺ GC B cells in spleen from indicated mixed BM chimeras at days **(a)** 5 and **(b)** 10 after SRBC immunization. The data are representative of three independent experiments (n=5-10).

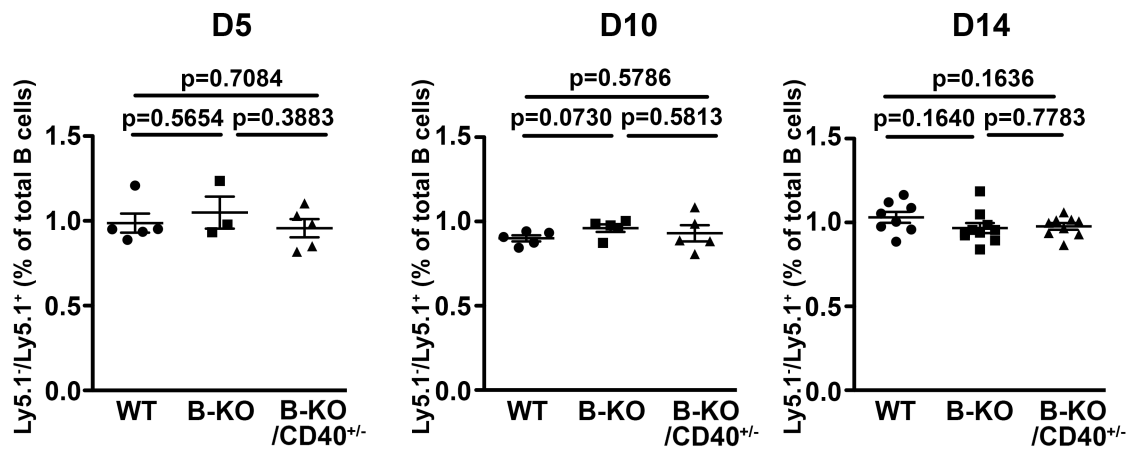

Supplementary Figure 6. miR-146a deficiency with or without CD40 heterozygosity did not impact total B cell frequencies in mixed BM chimeras. Ratios of frequencies of Ly5.1⁻ and Ly5.1⁺ total B cells in spleen from indicated chimeric mice at days 5, 10 and 14 days after SRBC immunization. Data are representative of 3 independent experiments. Each symbol represents an individual mouse, and the bar represents the mean.

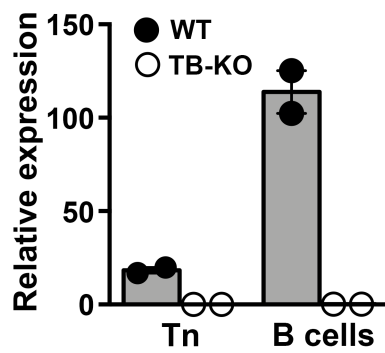

Supplementary Figure 7. Deletion of miR-146a in both T and B cells. Quantitative PCR of miR-146a levels in naïve T cells (Tn) and B cells isolated from TB-KO mice. The data are shown as mean $\pm$ SD and are representative of three independent experiments (n=3-6).

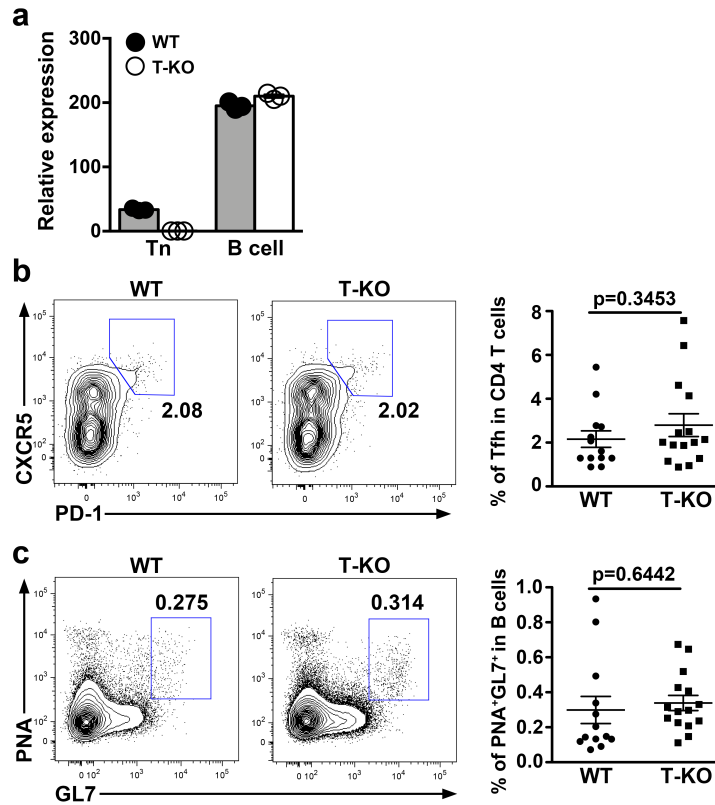

Supplementary Figure 8. Unaltered Tfh and GC B cell phenotypes in mice with T cell-specific miR-146a ablation at steady state. (a) Quantitative PCR of miR-146a levels in naïve T cells (Tn) and B cells isolated from T-KO mice. FACS analyses and frequencies of (b) CXCR5⁺PD-1⁺ Tfh cells or (c) PNA⁺GL7⁺ GC B cells from spleens of ~8 wks old T-KO mice or their WT littermates. The data are shown as mean $\pm$ SD and are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean.

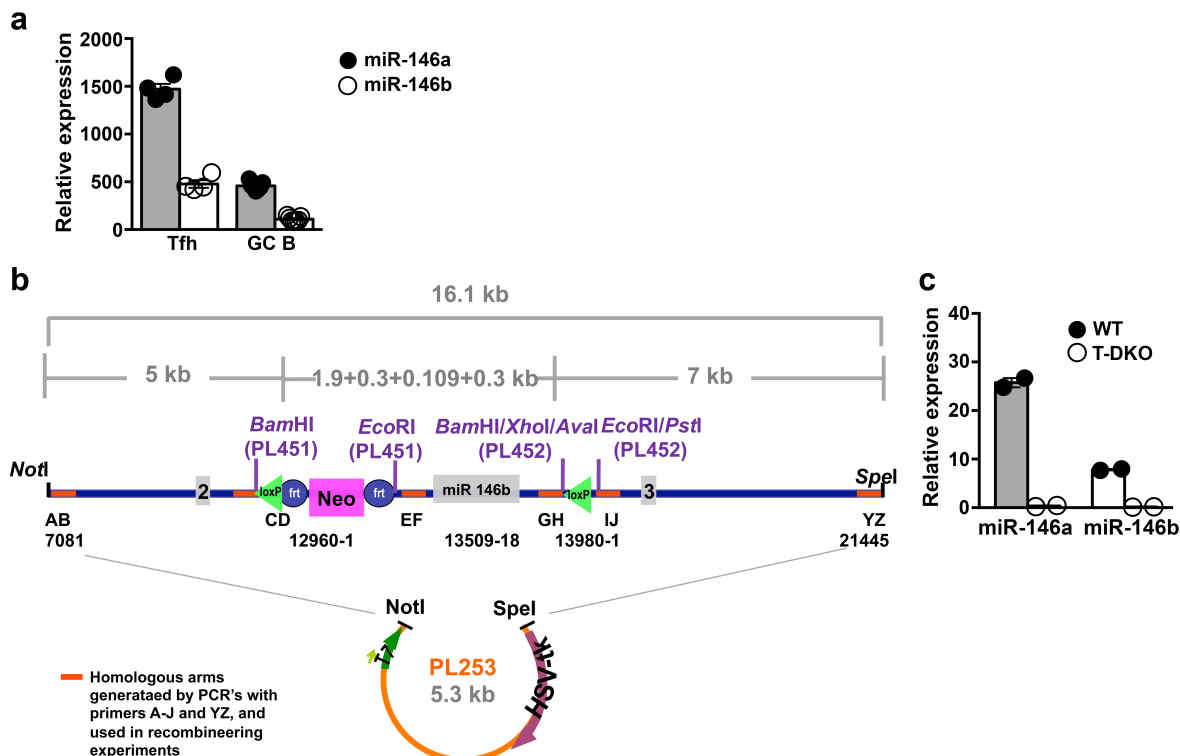

Supplementary Figure 9. Generation of mice with conditional alleles of miR-146b. (a) Quantitative PCR of miR-146a and miR-146b levels in Tfh and GC B cells at day 14 post SRBC immunization. (b) Schematic representation of the targeting strategy for *miR-146b^{fl}* mice. (c) Expressions of miR-146a or miR-146b in naïve T cells (Tn) cells isolated from T-DKO mice. The data are shown as mean $\pm$ SD and are representative of three independent experiments (n=3-6).

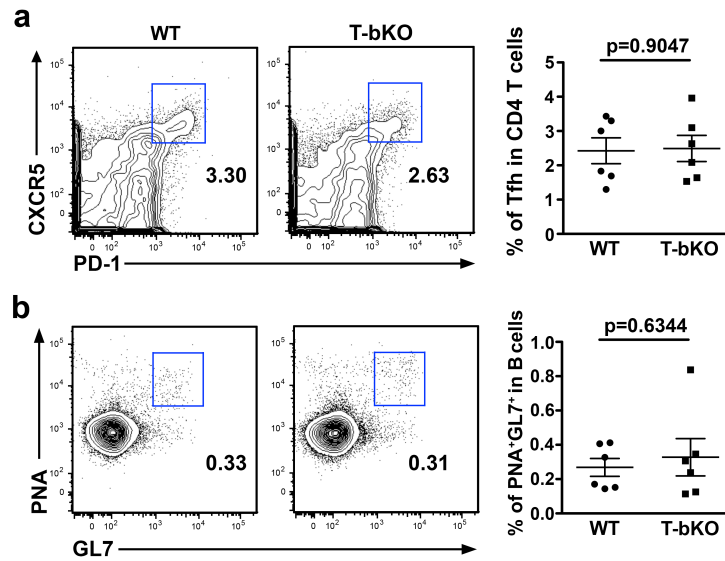

Supplementary Figure 10. Unaltered Tfh and GC B cell phenotypes in mice with T cell-specific miR-146b ablation (T-bKO) at steady state. FACS analyses and frequencies of **(a)** CXCR5⁺PD-1⁺ Tfh cells or **(b)** PNA⁺GL7⁺ GC B cells from spleens of ~8 wks old T-bKO mice or their WT littermates. The data are shown as mean $\pm$ SD and are representative of three independent experiments. Each symbol represents an individual mouse, and the bar represents the mean.

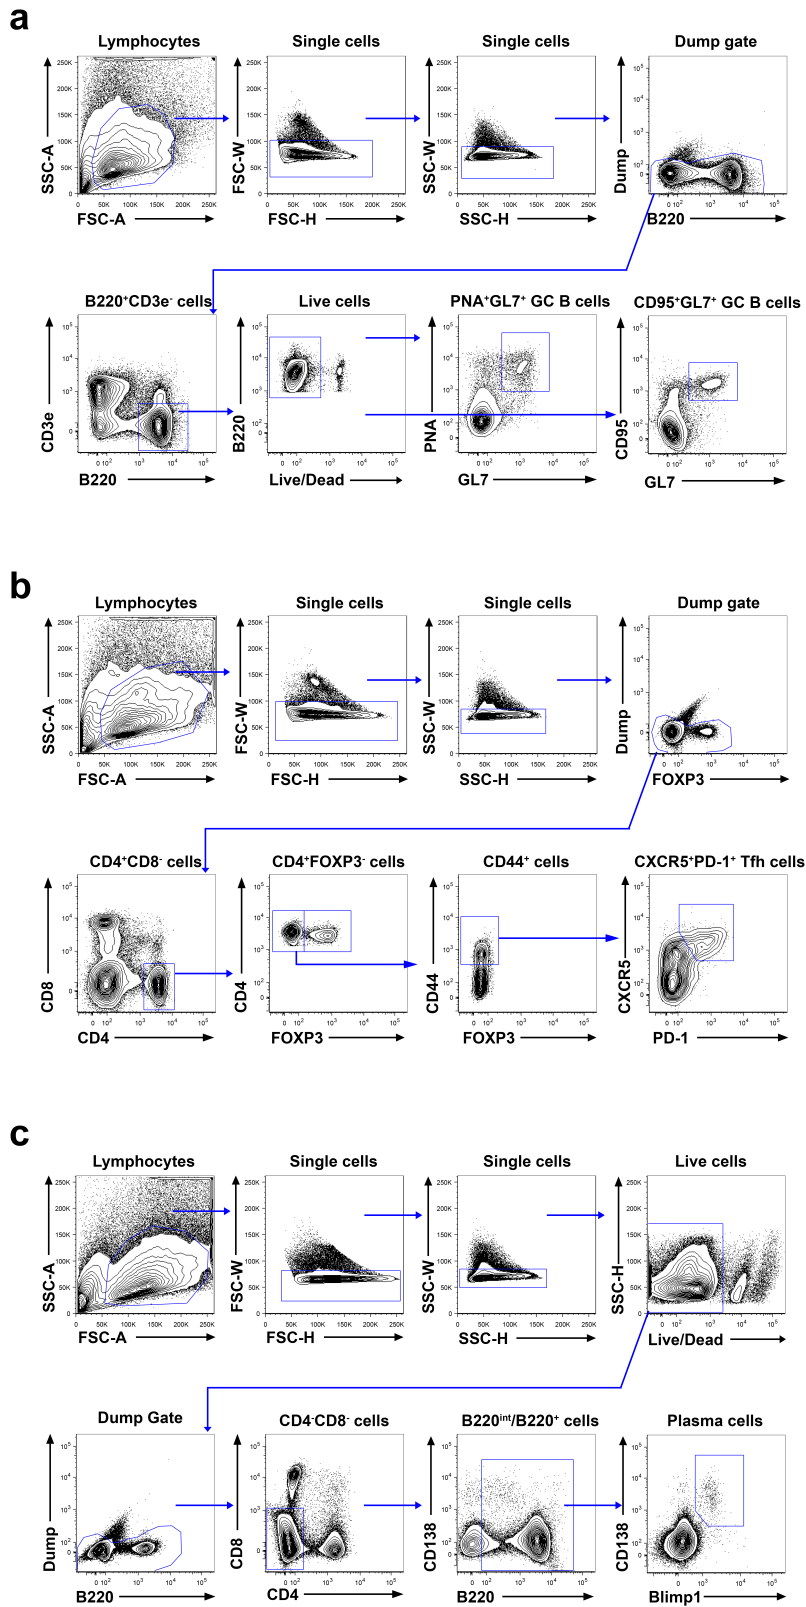

Supplementary Figure 11. Gating strategy of (a) PNA⁺GL7⁺ GC B cells and CD95⁺GL7⁺ GC B cells, (b) CXCR5⁺PD-1⁺ Tfh Cells and (c) CD138⁺Blimp1⁺ plasma cells in supplementary Figure 2.

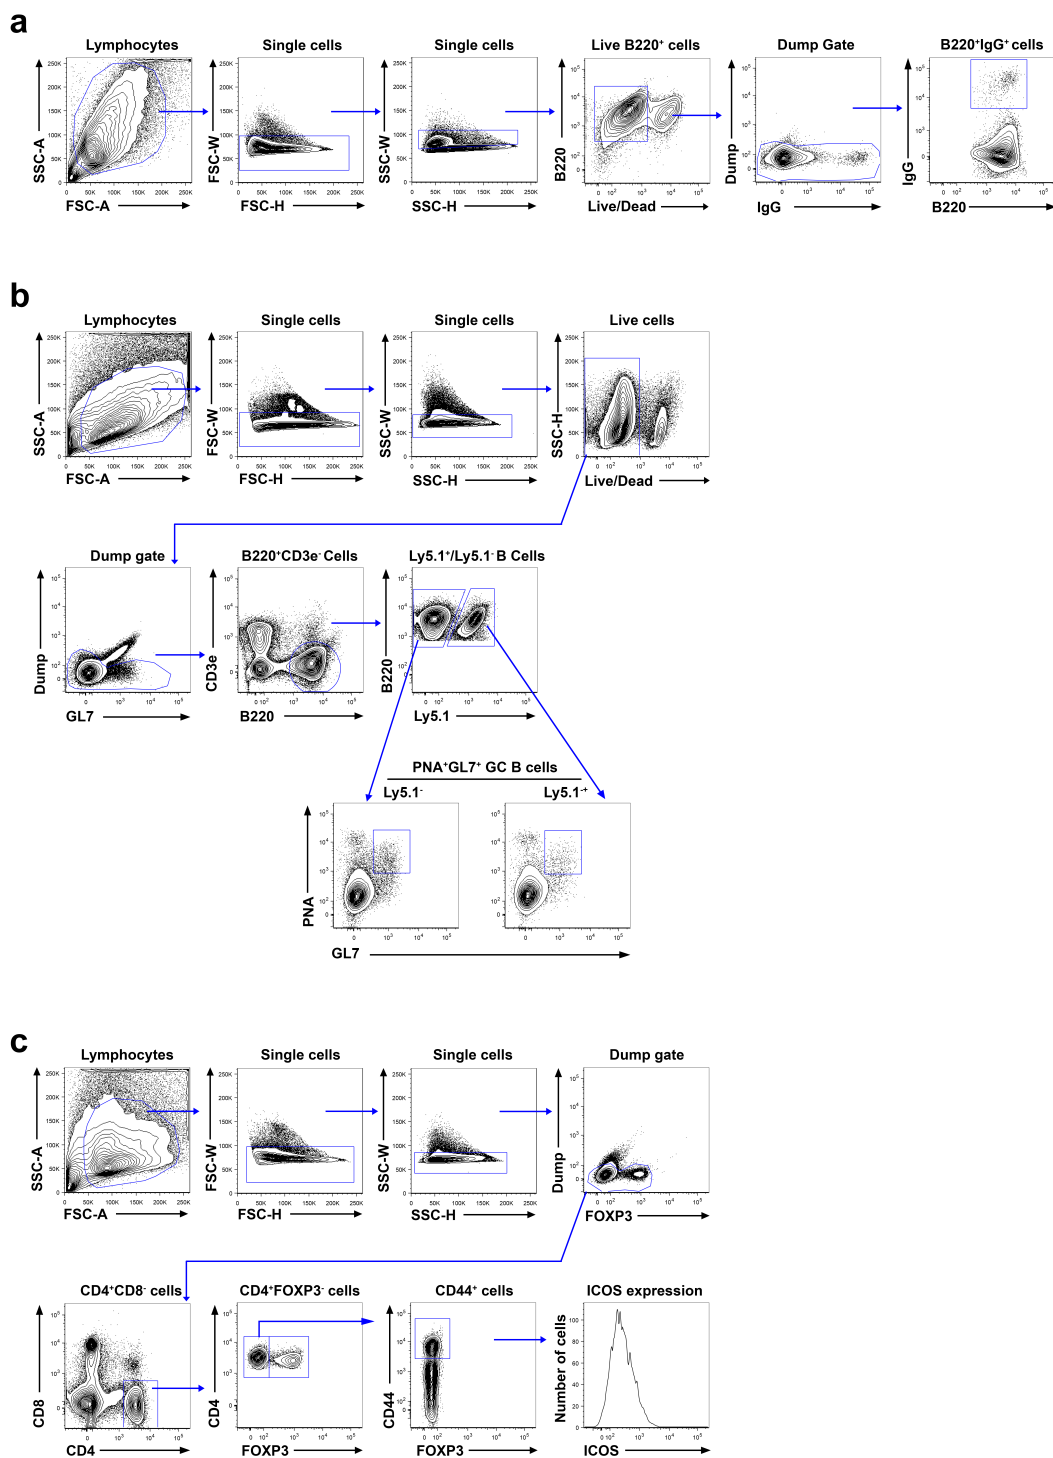

Supplementary Figure 12. Gating strategy of (a) IgG⁺ B cells in Figure 4c, (b) PNA⁺GL7⁺ GC B cells of mixed BM chimeras in Figure 4e and supplementary Figure 5 and (c) MFI of ICOS in Figure 7f.

Figure 3 d, h

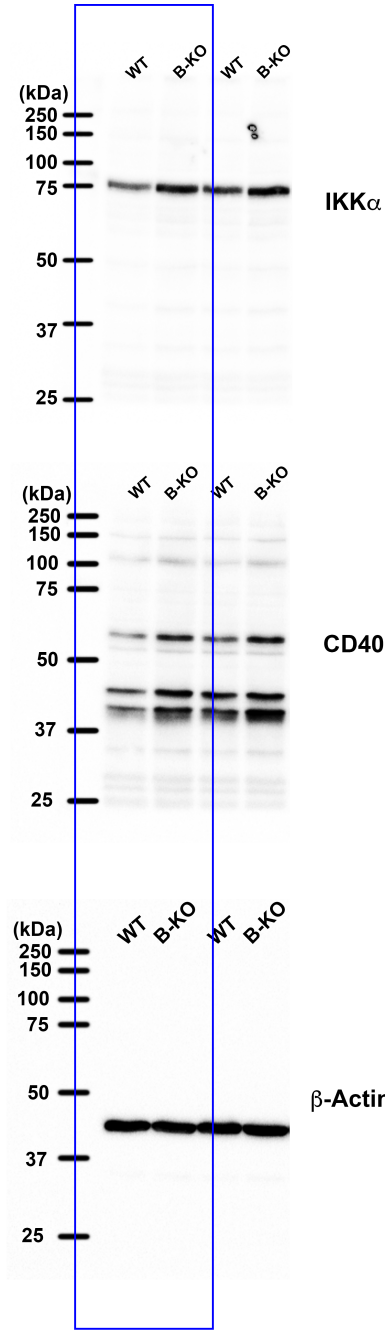

Figure 3 j, Supplementary Figure 4 a

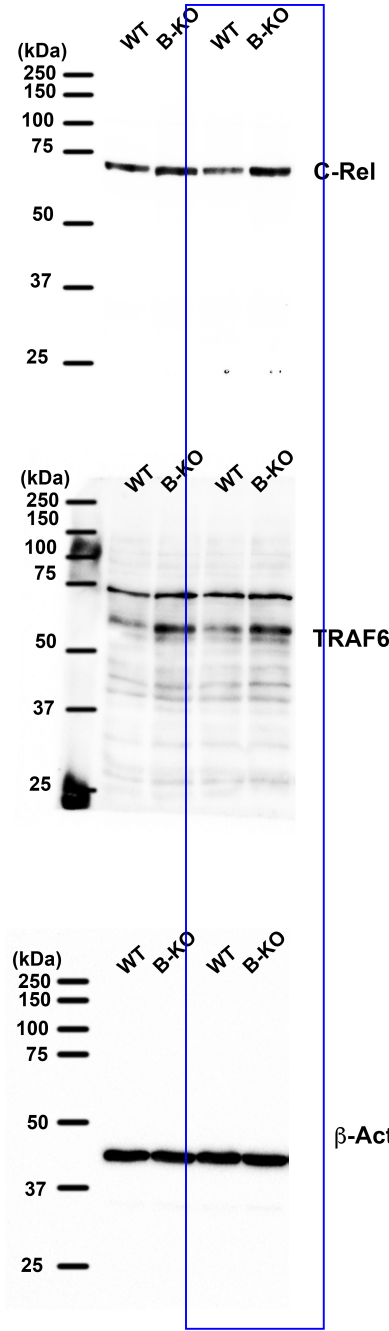

Supplementary Figure 4 b

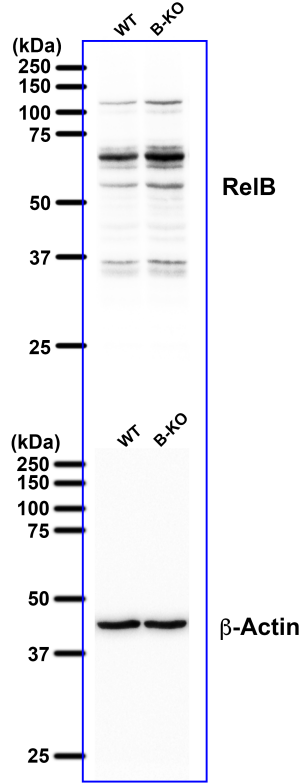

Supplementary Figure 4 c

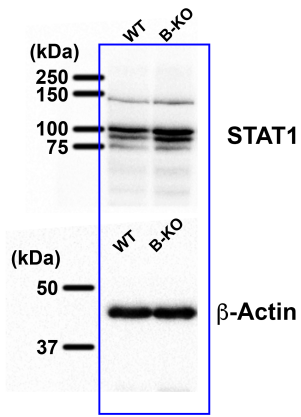

Supplementary Figure 13. Uncropped images of immunoblots

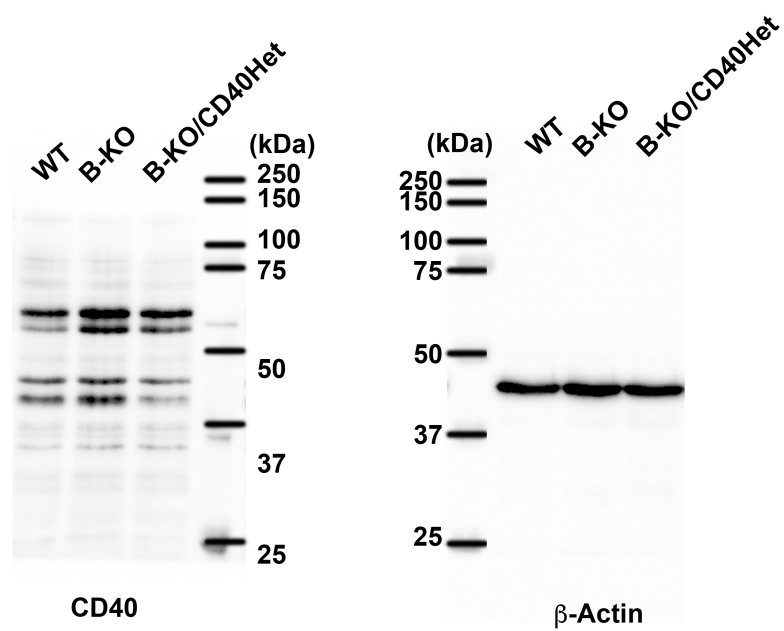

Supplementary Figure 14. Uncropped images of immunoblots in Figure 4a

# Supplementary material for: Differential cell-intrinsic regulations of germinal center B and T cells by miR-146a and miR-146b
**Source:** Nat Commun. 2018 Jul 16;9:2757. doi: 10.1038/s41467-018-05196-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: A list of antibodies used in this manuscript.

File Name: Supplementary Data 2

Description: A list of reagents used in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

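RNA was measured in 12 libraries of sorted mouse spleen B cells, 3 in each of 4 groups: naive B cells of unimmunized WT and B-KO mice, and GC B cells of WT and B-KO mice 14 days after SRBC immunization. The paper describes poly-A RNA and B220+ naive B cells, while the sample labels name total RNA and the series title total B cells. The paper's description was followed. The authors trimmed and masked the reads, aligned them with STAR (2.2.0c in the processing notes) and computed RPKM per RefSeq transcript with HOMER, whose version is not stated. The methods and the header of the table name mm10, and the processing notes name both mm9 and mm10. Positions of RefSeq transcripts in the table are those of mm10.

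The deposited table holds 33072 transcripts and 12 columns of RPKM, scaled by the authors to 10000000 per library. No count table was used. Reads of each transcript were worked out from value, length and the value of 1 read and were whole within 0.1 for 100% of the values that could be checked. They give 22945634 to 39118224 transcript-assigned reads per library, with reads counted again on transcripts of the same gene (37.6% of the total). Counts bound counting error only, and the spread between replicates was larger than counting error in every pair.

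All analyses used R 4.3.3 with limma 3.58.1. For each gene symbol the transcript with the highest mean RPKM over all libraries was kept, which leaves 24063 genes. Of these, 13704 with an RPKM of at least 1 in at least 3 libraries were tested and 10359 were not. limma was fitted to log2(RPKM + 1) with 4 group means and eBayes with a trend, leaving 8 residual degrees of freedom. The comparisons were B-KO against WT in naive B cells, in GC B cells and over both, the difference of the genotype effect between GC and naive B cells, and WT GC against WT naive B cells. p values were adjusted by the Benjamini-Hochberg method over all genes, at a threshold of 0.05. The replicate numbers are not stated to pair mice, so no block was used.

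Of 41 gene lists written before the data were examined, 37 were tested with camera in limma at a preset correlation of 0.01, adjusted over the 37. The lists of genes drawn in Fig. 3l (one per cell type), of sex-linked genes and of genes at the targeted and cre loci were used gene by gene. The lists named after Fig. 3a were written from general knowledge and can differ from the BioCarta sets that the paper used. Each list was also tested with an estimated correlation and with fry. fry asks whether the genes of a list move one way on balance and does not compare them with other genes. In the mouse Reactome sets that ship with fgsea 1.28.0, 808 sets of 10 to 500 tested genes were screened with camera. Enrichment scores follow GSEA with signal to noise ranking and a weighted running sum. Their p values come from all groupings of the libraries, one-sided, and from 1000 random gene sets. Sites of miR-146a were searched in the longest annotated 3′ UTR of each gene (GENCODE vM21, GRCm38).

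Named genes were chosen by a rule fixed at the same time. They are the genes that the paper names at its RNA-seq claims with the labels of Fig. 3l, the 10 genes with the largest rise and fall in each genotype comparison, and up to 4 genes of a described list with the smallest p. Where fewer than 10 passed, the genes of smallest p filled the places and are given as not past the threshold. Fig. 3l labels and directions had been seen in the figure. Bach2, Il1r1 and Tnfrsf1a lie outside this rule and were chosen after their values were seen.

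The alternatives were other pseudocounts, filters on low RPKM, every transcript in place of a single one per gene, median-of-ratios rescaling, quantile normalization, array quality weights, a replicate block, the compared groups alone, leaving out each library in turn, other set tests and an unweighted running sum. Added after the data were seen were limma voom on recovered reads, transcripts of at least 200 bases only, the share of Y-linked expression as a covariate, and leaving out the libraries nearest to the other cell type.

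The pipeline was tested on simulated libraries with 200 changed genes among 13704, taken from genes with a mean of at least 20 reads. Of the 67 genes changed 2-fold it recovered 46 (68.7%) in naive B cells, 50 (74.6%) in GC B cells and 63 (94%) over both. Of the 67 changed 1.5-fold it recovered 58.2%, 58.2% and 70.1%. False calls in the whole run, which also held genes changed 4-fold, numbered 9, 16 and 7. By camera a shift of the NFκB list by 0.25 on the log2 scale gave adjusted p = 2.42e-14, 7.86e-15 and 3.86e-24, and no shift gave 0.981, 0.923 and 0.996. Each gene was drawn on its own, so the simulation holds no correlation between genes. It therefore does not show how often camera finds or miscalls a list in the real libraries. Protein blots, luciferase assays, flow cytometry and T cell experiments of the paper are not analysed here. Some genes and a gene list are not reported here.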

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

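The tests of the share of other B cells in the GC libraries, of Y-linked expression in a model with genotype and of all other splits were chosen only after the results were seen.

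The median log2 fold change in B-KO naive B cells was 0.785 for GC B cell genes, 0.77 for dark zone genes and 0.632 for cell cycle genes, groups that the paper does not discuss for these libraries. If GC B cells made up 12.5%, 5.01% and 0.169% more of B-KO naive replicates 1, 2 and 3 than of the mean WT library, as 51 GC marker genes give, the predicted median would be 0.984 times that observed for GC B cell genes and 0.64 against 0.632 for cell cycle genes. This share does not account for memory, B1 and age-associated B cell genes (predicted -0.02, observed 0.762), erythroid and platelet genes (-0.01, 1.06) or plasma cell genes (-0.01, 0.27), and gives 0.0407 of the 0.102 of CD40-induced genes. Against replicate 1 as the whole cause, the cell cycle median without it was 0.326 (adjusted p = 1.74e-06), whereas replicate 3 lay at -0.00911, within the WT range. A larger share could be biological, as the paper reports slightly more GC B cells in young B-KO mice without immunization (Supplementary Fig. 1d), or come from the sort on B220 alone, which does not exclude GC B cells, and both stay open. The match of medians also cannot tell a larger share from a rise of such genes within naive B cells. The markers and the GC B cell and cell cycle lists are all high in WT GC B cells, so either would raise them together.

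Interferon-stimulated genes in B-KO GC B cells had a median log2 fold change of 0.671, in 59 of 59 genes. Added cells with the profile of WT naive B cells (1.39%, 12.9% and -0.869% in B-KO and -3.68%, -2.93% and 6.3% in WT, from 50 marker genes) would give 0.173 of this median, 0.116, which argues against naive B cells as the whole cause. Only 1 gene passed the 20-fold marker rule, so the 50 of highest ratio were used. For memory, B1 and age-associated B cell genes these shares gave 0.0203 against 0.701 observed, so non-GC B cells of another profile, such as memory B cells, stay open. Sex of the mice stays open, since the 3 libraries with a Y-linked sum above 1 RPKM exceeded the other 3 by a median of 0.718 in 59 of 59 genes, and strata by this limit (0.461 and 0.501) have a single library in an arm, which excludes nothing. With the Y-linked share as a covariate the median was 0.649 (adjusted p = 1.27e-34 at the preset correlation), and between the library medians the genotype difference was 0.591 (standard error 0.203, p = 0.0617) beside the share and 0.458 (0.148, p = 0.0533) beside presence of Y-linked transcripts. Neither of these differences between libraries passes 0.05, and an infection or an interferon source in some mice was not tested.

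Ribosomal protein genes (median 0.11) and oxidative phosphorylation genes (0.10) were higher in B-KO GC B cells and eIF4e pathway genes lower (-0.07) at the preset correlation, with adjusted p of 0.743, 0.896 and 0.219 at an estimated one. The median log2 fold change of all genes went from 0.0924 in the fifth of genes with the shortest transcripts to -0.033 in that with the longest. After removal of this trend from each library, 0 of the lists tested passed, with adjusted p of 0.157, 0.159 and 0.057 in place of 0.000813, 0.00173 and 0.00898. The medians moved to 0.0375, 0.0339 and -0.0406, which is consistent with a trend by transcript length as the source of the calls in these lists, though it could equally follow from real changes in short genes. Without WT replicate 3 the oxidative phosphorylation and eIF4e lists gave adjusted p = 0.42 and 0.0547, and the former 0.069 and 0.09 without B-KO replicates 1 and 3.

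Other gene groups outside those the paper discusses passed at the preset correlation, and no list passed with an estimated one (smallest adjusted p 0.748 in naive and 0.219 in GC B cells). In WT GC against WT naive B cells, where limma called 8491 genes, camera with an estimated correlation also passed 0 lists (smallest adjusted p 0.723). This setting therefore cannot tell a changed list from an unchanged one here. In B-KO naive B cells memory, B1 and age-associated B cell genes had a median of 0.762 and erythroid and platelet genes of 1.06. In B-KO GC B cells the medians were 0.701 for memory, B1 and age-associated B cell genes, 0.614 for monocyte, macrophage and neutrophil markers, 0.922 for 5 stromal and follicular dendritic cell markers and -0.609 for replication-dependent histone genes, and the library medians of B-KO and WT overlapped for each of these 4 lists. How far poly-A libraries measure histone transcripts was not tested. Y-linked genes, on which the paper does not report, summed to 1175 RPKM in WT GC replicate 3, 849.5 in B-KO GC replicate 1 and 671.2 in B-KO GC replicate 2.

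The genotype effect differed between GC and naive B cells, by a test of the difference in limma, for Mir7074 (adjusted p = 0.00246), Mir24-1 (0.0172) and Mir6345 (0.0274). Each has at most 2 reads in a library. By camera it differed for interferon-stimulated genes (9.57e-20), GC B cell identity (1.99e-11), cell cycle (1.99e-11), dark zone (1.06e-06) and histone genes (4.79e-05), genes induced by CD40 or NFκB (0.0222) and miR-146a targets (0.0235). With an estimated correlation none of these lists passed, and the smallest adjusted p was 0.681. The CD40 or NFκB list did not pass in 14 of 29 alternatives, among them leaving out naive WT replicate 1 (0.109) or 3 (0.052), naive B-KO replicate 1 (0.0529), GC WT replicate 3 (0.858) or GC B-KO replicate 1 (0.0757) or 3 (0.385). The miR-146a target list did not pass in 13 of 29, among them leaving out naive WT replicate 2 (0.195), naive B-KO replicate 2 (0.0728), GC WT replicate 2 (0.216) or GC B-KO replicate 2 (0.389).

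Counting the real one, 6 libraries split into 3 and 3 in 10 ways, too few for a share under 0.05. In naive B cells the real split gave 2 genes, 14 lists and 140 Reactome sets, and the highest of the others 15, 12 and 175, with 3, 1 and 3 splits as large. The medians were 0.0222 for NFκB (highest other 0.0333, 3 splits as large), 0.102 for CD40-induced (0.168, 3), 0.632 for cell cycle (0.784, 3) and 0.785 for GC B cell genes (0.756, 1). In GC B cells the real split gave 1 gene, 13 lists and 135 Reactome sets, and the highest of the others 1317, 25 and 392, with 6, 5 and 5 splits as large. The split with 1317 genes parts the libraries with a Y-linked sum above 1 RPKM from the others, a structure of the samples, and with that share as a covariate limma called 1 gene for genotype. The GC medians were 0.141 for NFκB (highest other 0.179, 2 splits as large), 0.0382 for CD40-induced (0.229, 7) and 0.671 for interferon genes (0.718, 2). WT GC against WT naive B cells gave 8491 genes (highest other 3, 1 split as large) and 12 lists (27, 8).

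Over both cell types, 100 splits that keep cell types apart were drawn. Chance cannot be excluded for 3 genes (23 splits as large, highest 437), 19 lists (28, highest 27), 175 Reactome sets (33, highest 405) or the CD40-induced median of 0.109 (26, highest 0.275). The NFκB median of 0.102 was reached by 4 of 100 splits, the real one included, with a highest other of 0.139. These splits are a drawn sample and the share lies just under 0.05, so it does not by itself exclude chance. This share is not adjusted for the other results so tested, and camera gave the list adjusted p = 0.112, and 0.613 with an estimated correlation. For the difference between cell types, chance cannot be excluded for 3 genes (23, highest 745) or 7 lists (82, highest 27). Splits with 437 and 745 genes point to a structure of the samples, which was not tested for these splits.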

How the results depend on the processing

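Results from limma voom, transcripts of at least 200 bases, the Y-linked covariate and leaving out the libraries nearest to the other cell type were chosen only after the data were seen. Of 459 alternative values, 349 kept their direction and side of the threshold, 26 became weaker, 11 stronger, 65 moved and 8 reversed. The cause was not tested unless given. Without the 2 naive libraries nearest to GC (B-KO replicates 1 and 2) a single B-KO naive library is left and the other groups supply the spread, so values of this setting restate that library.

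Counts of genes past the threshold in naive B cells (2), GC B cells (1), both (3) and the difference (3) rest on transcripts under 200 bases. They were 0, 0, 0 and 0 without those transcripts, with limma voom, and with genes above 32 RPKM in a group mean. At an RPKM of at least 5 they were 1, 0, 0 and 0. Array quality weights gave 83, 2 and 27. Without a filter naive B cells gave 4, a pseudocount of 0.1 gave 3 in GC B cells, and a pseudocount of 5 gave 1 over both and 1 for the difference. Leaving out a library gave 2 to 33 in naive B cells (33 without B-KO replicate 3), 2 to 3 in GC B cells (3 without B-KO replicate 3, and 2 without each of the others), 1 to 20 over both and 1 to 4 for the difference. Over both there were 20 without naive B-KO replicate 3, 6 without GC B-KO replicate 1, and 1 without naive WT replicates 1 or 2 or naive B-KO replicates 1 or 2. The difference had 1 without each of those 4 naive libraries, GC WT replicate 3 or GC B-KO replicate 1. Without the 2 naive libraries nearest to GC the counts were 1 in naive B cells, 0 over both and 0 for the difference. Without the 2 GC libraries nearest to naive there were 5 in GC B cells. Every transcript in place of a single one per gene gave 12879 in WT GC against naive, as more transcripts were tested.

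A replicate block within each cell type gave 0 in naive B cells, 0 in GC B cells, 0 over both and 0 for the difference. Deviations of libraries with the same number correlated at 0.0174, -0.373 and -0.565 in GC and at 0.000343, 0.0219 and 0.0621 in naive B cells, so the numbers were not read as pairs.

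The NFκB list in naive B cells gave 0.356 to 0.976 with a library left out, reversed without WT replicate 3 (0.873) and B-KO replicate 3 (0.976). The list in GC B cells passed with array weights (0.0232), every transcript (0.00357) and without the 2 GC libraries nearest to naive (0.0147), and gave 0.00335 to 0.702 with a library left out, passing without WT replicate 3 (0.00335) and B-KO replicate 3 (0.00678). Over both it passed with every transcript (0.0103) and without those 2 GC libraries (0.0371), and gave 0.0101 to 0.573, passing without naive WT replicate 2 (0.046), GC WT replicate 3 (0.0101) and GC B-KO replicate 3 (0.0175).

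The CD40-induced list in naive B cells gave 0.748 with an estimated correlation, 0.608 with fry, 0.0502 without the 2 naive libraries nearest to GC and 1.33e-06 to 0.0101 with a library left out. The list in GC B cells reversed with the compared groups alone (0.925) and with the Y-linked covariate (0.609), and gave 0.0118 to 0.64 with a library left out. It reversed without WT replicate 1 (0.64), WT replicate 2 (0.173) and B-KO replicate 2 (0.0789), and passed without WT replicate 3 (0.0118). Over both it no longer passed above 32 RPKM (0.0637), with an estimated correlation (0.613), fry (0.392), the covariate (0.057) or without the 2 naive libraries (0.137). It gave 2.95e-05 to 0.378 with a library left out and no longer passed without naive WT replicate 1 (0.0741), naive B-KO replicate 1 (0.0636), GC WT replicates 1 (0.0502) and 2 (0.274) and GC B-KO replicate 2 (0.378).

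In naive B cells the cell cycle and GC B cell lists gave 0.748 with an estimated correlation and 0.608 with fry. Without the 2 naive libraries nearest to GC they gave 0.812 (reversed) and 0.291. With a library left out they gave 3.6e-26 to 1.74e-06 and 4.82e-16 to 6.65e-06. The interferon list in GC B cells gave 0.219 and 0.234 with an estimated correlation and fry, and 3.19e-39 to 2.35e-19 with a library left out. Among the other lists 0 passed in naive B cells, 0 in GC B cells and 0 over both with an estimated correlation, and likewise 0, 0 and 0 with fry. Without the 2 naive libraries 4 passed in naive B cells and 10 over both, and array weights gave 20 in GC B cells. With a library left out 8 to 13 passed in naive B cells (8 without WT replicate 2), 7 to 22 in GC B cells (8, 7 and 22 without WT replicates 1, 2 and 3) and 13 to 21 over both.

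The paper's filter kept 4185 genes at 1.5-fold. The enrichment score of the NFκB list over both cell types was 0.302 with an unweighted running sum and 0.413 to 0.625 with a library left out. Its exact permutation p rose above 0.05 without each of the following libraries, given with the score. They were naive B-KO replicate 3 (score 0.544), naive WT replicate 1 (score 0.523), GC B-KO replicate 2 (score 0.475), GC WT replicate 1 (score 0.546) and GC WT replicate 2 (score 0.413). With a library left out the scores were 0.265 to 0.471 in naive and 0.225 to 0.575 in GC B cells. Depth limits transcripts with few reads, such as those under 200 bases.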

Differences from the paper's values

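Leaving out the 2 GC libraries nearest to naive is the test chosen only after the result was seen. The paper's enrichment score of the NFκB pathway is about 0.66 in Fig. 3b, read by eye, and the figure does not name the libraries. The score in naive B cells was 0.384. Of 9 alternatives set before the data were examined, 8 also differ from the paper's score by more than 1.5-fold, with scores from 0.212, and 1 (without WT replicate 2, 0.471) does not. The score in GC B cells was 0.552 and over both cell types, 6 libraries against 6, it was 0.661, and neither differs from the paper's by this measure. Of the alternatives, 5 of 9 in GC B cells do differ (0.225 to 0.393), as do 2 of 15 over both (0.302 and 0.413). The list used here was written from general knowledge, where the paper used the BioCarta set.

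The paper names the NFκB pathway as the set with the most significant increase in both naive and GC B cells. Among 10 lists named as in Fig. 3a it ranked 6 by enrichment score in naive B cells, 4 in GC B cells and 1 over both. The paper's statement is on significance, and by exact one-sided permutation NFκB (p = 0.15) tied with co-stimulation for the smallest p among those of the 10 lists with a positive score in GC B cells, ahead of IL-10 (0.2), cytokines (0.3) and chemokine receptors (0.35). Over both cell types its p of 0.00866 was the smallest of these, and in naive B cells (0.15) 4 such lists had a smaller p, IL-10 (0.05) and co-stimulation (0.1) among them. By camera its adjusted p was 0.711 in naive B cells, 0.0706 in GC B cells and 0.112 over both. With array quality weights (0.0232) and with every transcript in place of a single one per gene (0.00357) it passed in GC B cells, and over both it passed with every transcript (0.0103). Without WT replicate 3 or B-KO replicate 3 it passed in GC B cells at 0.00335 and 0.00678. Without the 2 GC libraries nearest to naive, chosen after seeing the values, it passed at 0.0147 in GC B cells and 0.0371 over both. The directions of the 10 lists in the comparison of 6 against 6 libraries match those drawn in Fig. 3a.

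The paper describes many CD40 targets as upregulated (Fig. 3l). Of the genes drawn, 22 of 24 in naive and 38 of 38 in GC B cells were higher in B-KO, which is the same direction. The exceptions are Bcl2 (-0.10) and Bop1 (-0.04) in naive B cells.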

Other observations

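No test of gene lists or sites given here was chosen only after its result was seen. Genes of cholesterol synthesis were lower in B-KO than in WT GC B cells. The Reactome sets of gene activation by SREBF (median log2 fold change -0.20, adjusted p = 1.78e-08) and of cholesterol biosynthesis (-0.22, 2.85e-08) led the 40 sets that were lower, and gave 0.802 and 0.929 with an estimated correlation. Dhcr7, the enzyme gene of the last step of cholesterol synthesis, was at 107 ± 6.64 (SD, n = 3) RPKM in WT and 82.4 ± 9.18 (SD, n = 3) in B-KO GC B cells (log2 fold change -0.38, limma adjusted p = 0.517). Interferon gamma signaling (0.20, 1.03e-07) was among the 95 that were higher (1 with an estimated correlation), and 81 of its genes were tested. Replication-dependent histone genes were lower in 19 of 21 (adjusted p = 3.06e-06, and 0.219 with an estimated correlation), such as Hist1h1a at 14.0 ± 2.78 in WT and 7.04 ± 4.33 RPKM in B-KO. Their library medians were 0.208, -0.979 and -0.775 in B-KO replicates 1, 2 and 3, and replicate 1 lay above the WT mean. Among genes with a group mean above 32 RPKM the list turned higher and did not pass (median 0.0853, adjusted p = 0.924). The paper describes poly-A libraries, and how far these measure replication-dependent histone transcripts was not tested, so a lower expression in the cells is not shown. In naive B cells 139 Reactome sets were higher and 1 lower, led by DNA replication (0.11, 6.87e-07, and 1 with an estimated correlation).

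Genes of memory, B1 and age-associated B cells were higher in some B-KO libraries of both cell types. Their library medians were 1.07, 0.803 and 0.0613 in B-KO naive replicates 1, 2 and 3 and 0.342, 1.34 and 0.197 in B-KO GC replicates, against -0.105, -0.346 and 0.417 in WT GC replicates. In naive B cells 14 of 16 were higher (adjusted p = 4.95e-06, and 0.748 with an estimated correlation), among them Nt5e, the gene of CD73, at 10.8 ± 1.16 (SD, n = 3) RPKM in WT and 41.9 ± 24.7 (SD, n = 3) in B-KO. In GC B cells 15 of 16 were higher (adjusted p = 0.000116, and 0.616 with an estimated correlation), among them Cd38, a surface marker gene, at 149 ± 71.9 (SD, n = 3) and 285 ± 125 (SD, n = 3). Nt5e is also abundant in GC B cells (259 ± 19.8 RPKM in WT). Plasma cell genes were higher in naive (15 of 19, median 0.27, adjusted p = 0.000148) and GC B cells (16 of 19, 0.19, 0.0118), with 0.748 and 0.743 under an estimated correlation. Unfolded protein response genes were higher in naive B cells (16 of 19, 0.19, 0.000564, and 0.753 with an estimated correlation). Without B-KO GC replicate 2 the memory and plasma cell lists gave 0.0767 and 0.6 in GC B cells, where plasma cell medians were 0.0778, 0.966 and -0.0190 in B-KO and -0.298, -0.191 and 0.399 in WT. Without WT GC replicate 1 or 2 the plasma cell list gave 0.248 and 0.123. Erythroid and platelet genes were higher in B-KO naive B cells (12 of 14, adjusted p = 9.79e-05, and 0.748 with an estimated correlation), such as Alas2, the heme synthesis gene of red cells, at 13.7 ± 0.793 (SD, n = 3) and 33.3 ± 10.2 (SD, n = 3) RPKM. Monocyte, macrophage and neutrophil markers were higher in 15 of 20 in GC B cells (adjusted p = 0.0268, and 0.743 with an estimated correlation), with Hmox1 at 52.1 ± 34.5 in WT and 116 ± 69.4 RPKM in B-KO. Their library medians were 1.36 in B-KO replicate 2 and 0.849 in WT replicate 3. Stromal and follicular dendritic cell markers were higher in 4 of 5 in GC B cells (adjusted p = 0.0152, and 0.612 with an estimated correlation). Without WT replicate 1 or 2 the myeloid list gave 0.339 and 0.369 and the stromal list 0.0605 and 0.133, and without B-KO replicate 2 they gave 0.493 and 0.0767. The stromal list gave 0.106 without B-KO replicate 1. Genes of ribosomal proteins (0.000467), oxidative phosphorylation (0.00311) and glycolysis (0.0355) were higher in naive B cells by adjusted p, and resting follicular B cell genes lower (0.0298), with 0.748, 0.885, 0.748 and 0.783 under an estimated correlation. Glycolysis medians were 0.358, 0.0878 and -0.0178 in B-KO, and the list gave 0.938 without B-KO replicate 1 and 0.0547 and 0.406 without WT replicates 2 and 3. Without WT replicate 2 or B-KO replicate 3 the ribosomal list gave 0.563 and 0.11 and the oxidative phosphorylation list 0.883, in the opposite direction, and 0.435. The resting follicular list gave 0.0907 and 0.14 without WT replicates 1 and 2 and 0.165 and 0.133 without B-KO replicates 1 and 2. Of 37 lists 14 passed in naive B cells (11 higher), 13 in GC B cells (9 higher) and 19 over both (15 higher), and 0 in each with an estimated correlation. NK cell markers were lower in naive B cells (10 of 11, -0.35, 0.0122, and 0.76 with an estimated correlation). Their library medians were -0.502, -0.675 and 0.124 in B-KO and -0.665, 0.0623 and 0.669 in WT, and the list gave 0.101 and 0.388 without WT replicates 2 and 3 and 0.069 and 0.176 without B-KO replicates 1 and 2.

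The paper studies several targets of miR-146a as proteins, and their transcripts differed little. Rel, the gene of c-Rel, was at 423 ± 177 in WT and 412 ± 218 RPKM in B-KO GC B cells (log2 fold change -0.08), and Relb at 180.2 ± 23.8 in WT and 182 ± 32.5 RPKM in B-KO (0.01). Of 11 miR-146a targets named in the paper or widely described, 10 were higher in B-KO GC B cells (median 0.15, adjusted p = 0.0024, 0.616 with an estimated correlation, 0.103 without WT replicate 2 and 0.248 without B-KO replicate 2) and 8 in B-KO naive B cells (median 0.03, adjusted p = 0.79). Adjusted over the list alone 1 passed in GC B cells, and over all genes 0. Cr2, whose promoter drives cre in CD21-cre mice, was at 1651 ± 244 in WT and 1365 ± 79.7 RPKM in B-KO naive B cells (adjusted p = 1).

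The longest annotated 3′ UTR of Traf6 holds 4 sites AGTTCTCA, which pair with the miR-146a seed with an A opposite its first base. That of Irak1 holds 2, and those of Chuk (chromosome 19, 44073488 to 44073495) and Rel hold 1 each. Those of Cd40 and Relb hold only sites of 6 bases. If loss of miR-146a raised its targets through such sites, genes with a site could be higher in B-KO than genes of like 3′ UTR length and level without. Of 11787 genes with a 3′ UTR, 1412 have a site of 7 or 8 bases that pairs with all of the seed. Over both cell types their median log2 fold change was 0.00382 above that of matched genes (permutation p = 0.0622), so the test does not decide. The difference was 0.0105 in GC (permutation p = 0.0087) and -0.000949 in naive B cells (permutation p = 0.61). Each permutation p of this test comes from 10000 draws of matched genes, not from groupings of libraries, and treats genes as independent. It takes no account of the spread between libraries, so the difference in GC B cells is not shown to follow from genotype.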
